# An Intronic microRNA Links Rb/E2F and EGFR Signaling

**DOI:** 10.1371/journal.pgen.1004493

**Published:** 2014-07-24

**Authors:** Mary Truscott, Abul B. M. M. K. Islam, James Lightfoot, Núria López-Bigas, Maxim V. Frolov

## Abstract

The importance of microRNAs in the regulation of various aspects of biology and disease is well recognized. However, what remains largely unappreciated is that a significant number of miRNAs are embedded within and are often co-expressed with protein-coding host genes. Such a configuration raises the possibility of a functional interaction between a miRNA and the gene it resides in. This is exemplified by the *Drosophila melanogaster dE2f1* gene that harbors two miRNAs, *mir-11* and *mir-998*, within its last intron. miR-11 was demonstrated to limit the proapoptotic function of dE2F1 by repressing cell death genes that are directly regulated by dE2F1, however the biological role of miR-998 was unknown. Here we show that one of the functions of miR-998 is to suppress dE2F1-dependent cell death specifically in *rbf* mutants by elevating EGFR signaling. Mechanistically, miR-998 operates by repressing dCbl, a negative regulator of EGFR signaling. Significantly, dCbl is a critical target of miR-998 since dCbl phenocopies the effects of miR-998 on dE2f1-dependent apoptosis in *rbf* mutants. Importantly, this regulation is conserved, as the miR-998 seed family member miR-29 repressed c-Cbl, and enhanced MAPK activity and wound healing in mammalian cells. Therefore, the two intronic miRNAs embedded in the *dE2f1* gene limit the apoptotic function of dE2f1, but operate in different contexts and act through distinct mechanisms. These results also illustrate that examining an intronic miRNA in the context of its host's function can be valuable in elucidating the biological function of the miRNA, and provide new information about the regulation of the host gene itself.

## Author Summary

Animal genomes encode hundreds of microRNA genes that impact all areas of biology by limiting the expression of their targets. What remains largely unappreciated is that a significant proportion of microRNA genes are embedded within protein-coding genes, and are often co-expressed with their hosts, which raises the possibility of a functional interaction between them. The *mir-998* gene is located within an intron of the gene encoding *Drosophila* E2F1 transcription factor. E2F1 can induce the expression of cell death genes, and its activity is negatively regulated by the pRB tumour suppressor protein. In certain settings, unrestrained E2F1 activity is sufficient to induce cell death in cells lacking functional pRB. Here, we show that miR-998 limits cell death in *Rb*-deficient cells by repressing dCbl, a negative regulator of Epidermal Growth Factor Receptor signaling (EGFR). miR-998 also augments EGFR signaling in differentiating photoreceptor cells. Furthermore, we show that the interaction between miR-998 and Cbl is conserved: in human cells, miR-29, a mir-29/998 seed family member, enhances EGFR signaling by targeting c-Cbl. Therefore, by examining the role of an intronic microRNA in the context of its host's function, we identified an important microRNA target and uncovered a biological function of the microRNA.

## Introduction

MicroRNAs (miRNAs) are short non-coding RNAs that regulate the expression of mRNA targets, thereby modulating biological processes including development, proliferation, metabolism, homeostasis and tumorigenesis. While some miRNAs elicit strong effects, many miRNAs operate more subtly to buffer a system or response to a signal. There is significant redundancy among miRNAs of the same family in regulating their target genes, making it difficult to identify the physiological role of an individual miRNA. The absence of strong loss-of-function phenotypes of a significant proportion of miRNAs has significantly hampered the characterization of their functions *in vivo* [1]. A number of approaches have been used to reveal miRNA functions, including combining mutations to generate synthetic phenotypes [2]–[5]. What remains largely unappreciated is that approximately 40% of miRNA genes are embedded within, and frequently co-expressed with protein-coding genes [6], [7]. There is a growing number of examples of intronic miRNAs directly impacting the function of the genes in which they reside [8]–[12]. Therefore, investigating a miRNA in the context of its host gene function could potentially provide insight into the biological roles of a large number of miRNAs. The value of such an approach is illustrated by recent studies of the *Drosophila melanogaster dE2f1* gene.

The dE2f1 transcription factor, and its mammalian homologs coordinate the expression of genes involved in cell proliferation and cell death. In a variety of systems, E2F is rate-limiting for S phase entry while it triggers apoptosis in specific contexts. The last intron of the *Drosophila* E2F gene *dE2f1* harbors a miRNA, *mir-11*, which is co-expressed with *dE2f1* (Figure 1A and Figure S1). The loss of *mir-11* was shown to strongly enhance dE2F1-dependent DNA damage-induced apoptosis even though it was insufficient to cause cell death in unprovoked settings. Therefore, the physiological role of *mir-11* was revealed only when examined in the sensitized background of its host gene. This function of miR-11 is explained by its ability to directly regulate the expression of dE2F1-regulated cell death genes, thus highlighting a complex interaction between an intronic miRNA and its host gene [1], [8]. In addition to *mir-11*, the last intron of the *dE2f1* gene contains another miRNA, *mir-998*. The sequence of mature miR-998 is different than that of miR-11, particularly at the 5′ end in the seed sequence (Figure 1A), which is the primary determinant of miRNA target selection. Therefore the two miRNAs are likely to regulate distinct sets of genes and, consequently, may have different functions. However since miR-998 was only recently identified, nothing was known about its biological function. Here we show that miR-998 limits dE2F-dependent cell death, but it does so in a different context and by a different mechanism than miR-11. While miR-11 repressed components of the core cell death machinery, including *rpr* and *hid*, miR-998 limited E2F-dependent cell death by elevating prosurvival signaling downstream of the Epidermal Growth Factor Receptor (EGFR) through regulation of *dCbl*, a negative regulator of EGFR. Thus, our data reveal a novel layer of intrinsic regulation at the *dE2f1* genomic locus involving intronic miRNAs.

**Figure 1:**
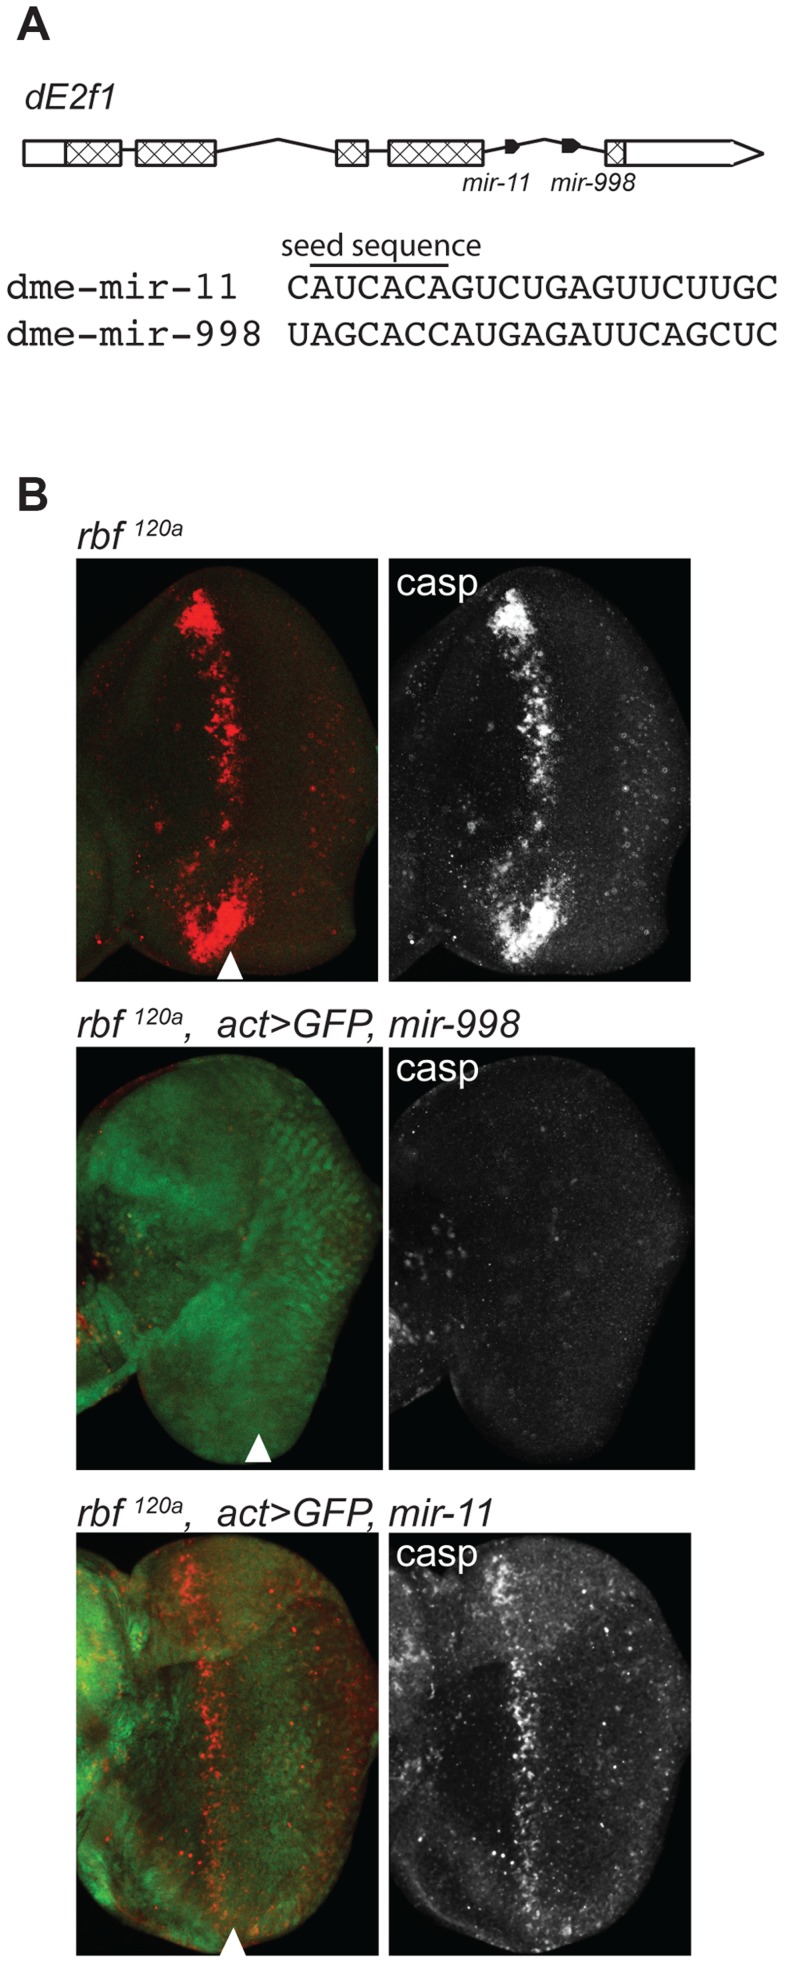
miR-998 limits dE2F1-dependent cell death in *rbf1^120a^* eye discs. (A) Diagram of the *dE2f1* transcript. Two miRNAs are in the last intron: *mir-11* and *mir-998*, and are co-transcribed with *dE2f1*. See also Figure S1. The aligned sequences of mature miR-11 and miR-998 are shown, with the seed sequence highlighted. (B) Third instar larval eye discs were immunostained with an antibody that recognizes active caspases in dying cells (C3 antibody). GFP and miR-998 or miR-11 were expressed in the entire eye disc of *rbf1^120a^* hemizygous males using a flip-out technique induced by ey-FLP. Full genotypes are: *rbf1^120a^*, *ey-FLP*; +/+ (top), *rbf1^120a^*, *ey-FLP; act5c>CD2>GAL4, UAS-GFP/UAS-mir-998* (middle), and *rbf1^120a^*, *ey-FLP; act5c>CD2>GAL4, UAS-GFP/UAS-mir-11* (bottom).

## Results

### miR-11 and miR-998 have different functions

Rbf is a negative regulator of dE2F1. The loss of *rbf* sensitizes cells to dE2F1-dependent apoptosis. As has been previously shown, there is a high level of apoptosis in a band running along the anterior edge of the morphogenetic furrow of *rbf* mutant eye discs [2]–[5], [13]. This stripe of apoptotic cells can be revealed by staining with the C3 antibody, which specifically recognizes activated caspases (Figure 1B). Importantly, apoptosis is dependent on dE2F1 since it was suppressed in *rbf*, *dE2f1* double mutant animals [6], [7], [13]. To examine the effect of miR-998, we expressed a *UAS-mir-998* transgene in the developing eyes of *rbf* mutant animals using the *ey-FLP*; *Act*≫*Gal4* (Flip-out) system. Remarkably, no apoptotic cells were found in *rbf^120a^*, *act>mir-998* eye discs, indicating that miR-998 strongly suppressed E2F-dependent cell death in this context (Figure 1B). Interestingly, unlike miR-998, miR-11 failed to block apoptosis in *rbf* mutants as the number of C3 positive cells was similar between *rbf^120a^*, *act>mir-11* and *rbf^120a^* eye discs.

Differences in suppression of cell death in *rbf* mutant cells by miR-11 and miR-998 prompted us to investigate the impact of the two miRNAs on dE2F1-dependent apoptosis in other settings. When dE2F1 expression is driven by the *Act88F-Gal4* driver, high levels of apoptosis in the wings of newly eclosed adults give rise to gnarled, blistered wings that have a downward curvature [8]–[12], [14]. This cell death phenotype is strongly rescued by miR-11 (Figure S2A and [8]). However, the wings of *Act88F>dE2f1, mir-998* animals were indistinguishable from the wings of *Act88F>dE2f1* adults, suggesting that expression of miR-998 was insufficient to suppress apoptosis (Figure S2A). Next, we performed genetic interaction tests in the eye imaginal disc. Ectopic expression of *dE2f1* in the posterior compartment of the eye imaginal disc potently induces apoptosis [15]. This apoptosis is strongly suppressed by co-expression of miR-11 (Figure S2B and [8]). In contrast, miR-998 had no effect on E2F1-induced cell death in the posterior compartment, as the level of C3 staining was indistinguishable between *GMR>dE2f1/dDP/mir-998* and *GMR>dE2f1/dDP* eye discs (Figure S2B). In addition to apoptosis, *GMR>dE2f1/dDP* had been shown to induce unscheduled proliferation that can be visualized by BrdU labeling [15]. However, neither miR-11 nor miR-998 modulated dE2F1-induced proliferation, as the level of E2F1-induced ectopic BrdU incorporation was largely unchanged by co-expression of miR-11, as was previously shown [8], or miR-998 (Figure S2B).

Therefore we concluded that overexpression of miR-998 suppressed dE2F1-dependent apoptosis in *rbf* mutants but not when dE2F1 was ectopically expressed in the eye or in the wing. In contrast, miR-11 suppressed dE2F1-induced phenotypes but failed to block apoptosis in *rbf* mutants. Thus, miR-998 and miR-11 both suppressed E2F-dependent cell death, but did so in mutually exclusive contexts.

### Loss of *mir-998* enhances apoptosis in *rbf* mutants

The results described above using a miR-998 transgene raise the question of whether endogenous miR-998 operates in a similar manner and blocks apoptosis in *rbf* mutants. Therefore we examined the consequence of the loss of *mir-998* in the background of the *rbf^120a^* mutation. Since there were no pre-existing *mir-998* mutants, we generated a *mir-998* null allele (for details see Materials and Methods and Figure S3). It was essential that the *mir-998* loss-of-function allele did not disrupt the expression of *mir-11* or *dE2f1*, such that any observed phenotype could be attributed specifically to the function of miR-998. We used one *piggyBac* element and two *P* elements inserted near the *dE2f1* gene and screened for local transpositions of these transposons into intron 5, which harbors miR-11 and miR-998. Out of 4,254 transposition events a single *P* element insertion into intron 5 was recovered and then used to screen for imprecise excisions that specifically disrupted *mir-998*. Among 400 excision events only two imprecise events were isolated and both of them retained a small piece of the *P*-element. The *mir-998^exc222^* allele contained an 87 bp insertion within the *mir-998* hairpin that is expected to disrupt the correct folding and processing of miR-998. Indeed, no mature miR-998 was detected in whole 3^rd^ instar larvae, larval eye imaginal discs, or adult heads from *mir-998^exc222^* mutant animals (Figure 2A). Importantly, the expression of *dE2f1* and miR-11 were not affected in the *mir-998^exc222^* mutant animals (Figure 2B). We concluded that *mir-998^exc222^* is a null allele of *mir-998*.

**Figure 2:**
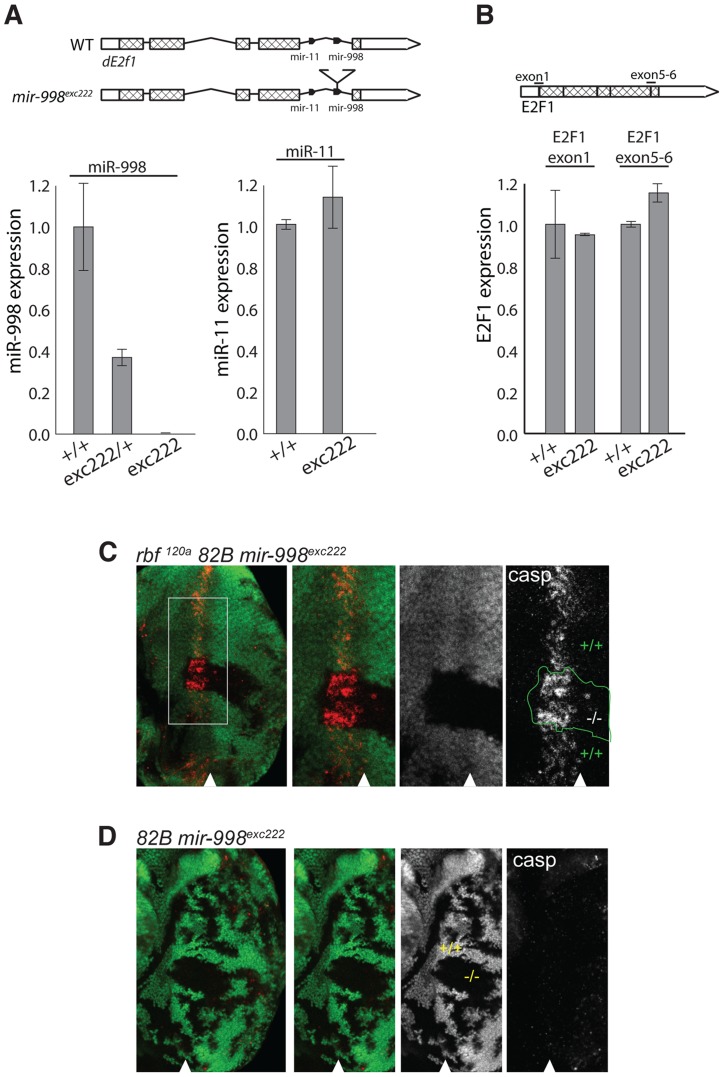
*mir-998* ^exc222^ mutant allele enhances apoptosis in *rbf* mutant eye discs. (A) cDNA was prepared from RNA extracted from +/+ (Canton S, wild-type), *mir-998* ^exc222^/+, or *mir-998* ^exc222^ adult fly heads. The expression of *mir-998* and *mir-11* were measured by Taqman assay, and normalized to *β-tubulin* levels. Expression in +/+ was designated as 1.0 and the expression in *mir-998* ^exc222^was compared. (B) cDNA was prepared from RNA extracted from +/+ (Canton S, wild-type) or *mir-998* ^exc222^ third instar larvae. The expression of *de2f1* mRNA was measured using qPCR, and normalized to *β-tubulin* levels. Expression in +/+ was designated as 1.0, and the expression in *mir-998* ^exc222^was compared. E2F1 exon1 primers span the translation start site and E2F1 5–6 primers span the exon 5-exon 6 junction. (C and D) Clones of *mir-998* mutant tissue were generated using *ey-FLP* in *rbf ^120a^* hemizygous (top), or *rbf* wild-type (bottom) animals. The full genotypes are *rbf1^120a^*, *ey-FLP/Y*; *FRT 82B mir-998^exc222^/82B GFP* (C) and *ey-FLP/+*; *FRT 82B mir-998* ^exc222^/*82B GFP* (D). Third instar larval eye discs were dissected, fixed, and stained with an antibody recognizing active caspase (casp). The full disc is shown in the left panel, while a higher magnification in panels on the right. Mutant clones were outlined and wild-type *mir-998* was indicated by +/+, and −/− for *mir-998^exc222^*. A minimum of 10 larvae were analyzed for each genotype, and representative results are shown.

Clones of *mir-998^exc222^* homozygous mutant cells in *rbf* mutant eye discs were generated using the *ey*-Flp/FRT system and apoptotic cells were visualized with the C3 antibody. The *mir-998* mutant tissue was marked by the absence of GFP, while tissue that contained a wild-type *mir-998* allele expressed GFP. Since the entire disc was mutant for *rbf*, cell death occurred in the distinctive pattern in the morphogenetic furrow in both *mir-998* mutant and *mir-998* wild type tissue. However, significantly elevated C3 staining was consistently observed in clones of *mir-998^exc222^* mutant cells compared to adjacent *mir-998* wild-type tissue (Figure 2C). In contrast, no apoptosis was detected in the furrow when clones of *mir-998* mutant cells were induced in wild type eye discs (Figure 2D). Thus, the loss of *mir-998* specifically sensitized *rbf* mutant cells to apoptosis, while overexpression of miR-998 blocked cell death in *rbf* mutants.

### miR-998 modulates EGFR signaling

How does miR-998 suppress apoptosis of *rbf* mutant cells? The specific pattern of apoptosis in *rbf* mutant eye discs is due to the coincident transient reduction of EGFR signaling in the morphogenetic furrow that, in turn, lowers prosurvival cues. As a result, the level of unrestrained dE2F1 becomes sufficient to trigger cell death in this region of *rbf* mutant but not in wild type eye discs [13]. In addition, the cell death in *rbf* mutants was shown to be dependent on the expression of the pro-apoptotic genes *reaper* (*rpr*) and *hid*. Therefore we examined impact of miR-998 on EGFR signaling and on *hid* and *rpr*.

We began by determining whether miR-998 regulates expression of *rpr* and *hid* in luciferase sensor assays. The 3′UTRs of *rpr* and *hid* were cloned downstream of the constitutively expressed luciferase gene. Increasing amounts of miR-998 were co-transfected with *rpr* or *hid* 3′UTR sensors, and luciferase activity was measured. As shown in Figure 3A, expression of miR-998 did not modulate *rpr* or *hid* 3′ UTR reporters. To corroborate this result we compiled a list of predicted miR-998 targets and performed Gene Ontology of Biological Processes (GOBP) enrichment analysis. Interestingly, none of the GOBP terms associated with apoptosis were statistically enriched among miR-998 targets (Figure 3B, Table S2). In contrast, as it has been shown previously [8], GOBP terms that relate to the induction and positive regulation of cell death were significantly enriched among miR-11 targets (Figure 3B, Table S2). Furthermore, although miR-11 and miR-998 share 170 common targets, cell death GOBP terms were not enriched among them but were overrepresented among genes that are exclusively miR-11 targets. Thus, the sensor assays and bioinformatics analyses do not support the explanation that suppression of apoptosis in *rbf* mutants by miR-998 occurs through the direct regulation of cell death genes.

**Figure 3:**
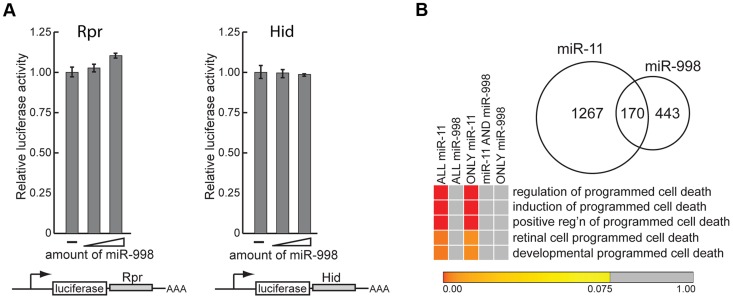
miR-11 and miR-998 limit dE2F-dependent cell death through different targets. (A) 3′ UTR sensor assays were performed in HeLa cells using *rpr* and *hid* 3′ UTR sensors. The indicated 3′ UTR sensor plasmid was transfected with increasing amounts of pcDNA3/*mir-998* plasmids. Cells were harvested 40–48 h post-transfection, and *Renilla* and *Firefly* luciferase activities were measured. (B) Comparison of predicted miR-11 and miR-998 targets (see Table S1 for lists of predicted miR-11 and miR-998 targets). Heat map of GOBP enrichment analysis of predicted miR-11 and miR-998 targets (FDR <or = 0.075).

Next, we asked whether EGFR activity is altered in *mir-998* mutants. The level of EGFR activity is accurately reflected by di-phosphorylated, activated ERK (dpERK) [16]. During eye development, EGFR signaling is transiently reduced within the morphogenetic furrow, while EGFR activity is high in groups of cells that form the ommatidial preclusters in a column immediately posterior to the morphogenetic furrow, which is revealed by the dpERK antibody. Within a column, clusters are specified sequentially in short intervals beginning at the midline. This gives rise to a gradual rise and fall of dpERK staining within a column (Figure 4A, left panel). To examine the level of EGFR signaling in *mir-998* mutants, clones of *mir-998^exc222^* mutant cells were generated in *rbf^120a^* mutant eye discs and stained with the dpERK antibody. While the pattern of natural variation of dpERK staining was not altered in *mir-998* mutant tissue, the intensity of dpERK staining was reduced within clones of mir-998 mutant cells, as well as in wild type tissue immediately adjacent to the clonal boundary (Figure 4A, see yellow arrowheads). Since the level of dpERK expression reflects the level of EGFR signaling, this indicated that the loss of *mir-998* reduces EGFR activity and this may explain the enhancement of apoptosis in *rbf* mutants.

**Figure 4:**
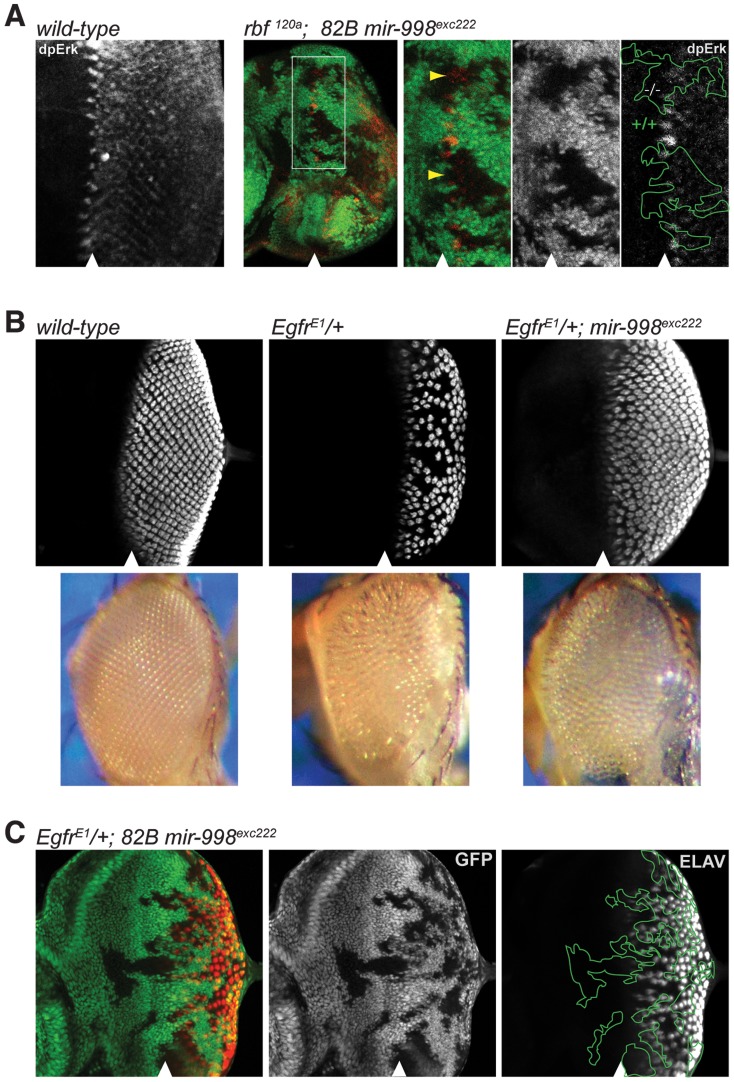
*mir-998^exc222^* suppresses EGFR signaling. (A) Third instar larval eye discs were dissected, fixed, and stained with an antibody recognizing active Erk (dpErk). A wild-type larval eye disc is shown in the left-most panel. To the right: clones of *mir-998^exc222^* mutant tissue were generated using *ey-FLP* in *rbf ^120a^* hemizygous animals as in Fig. 2C. The full disc as well as a higher magnification are shown. Mutant clones were outlined and wild-type *mir-998* was indicated by +/+, and −/− for *mir-998^exc222^*. Yellow arrowheads show regions in *mir-998* mutant tissue with significantly less dpERK staining than expected. (B) Third instar larval eye discs were harvested from wild-type control, *Egfr^Elp^*/+, and *Egfr^Elp^*/+; *82B mir-998^exc222^* animals. Dissected tissue was fixed and stained with an antibody recognizing ELAV (red), which is expressed in photoreceptor clusters. Below are images of adult eyes from wild-type control, *Egfr^Elp^*/*+*, and *Egfr^Elp^*/+; *82B mir-998^exc222^* animals. Images were taken at the same magnification. (C) Third instar larval eye discs were harvested from *ey-FLP*; *Egfr^Elp^*/+; *82B mir-998^exc222^*/*82B GFP* animals. Tissue that is wild-type for *mir-998* is marked by GFP (green), while clones of *mir-998* mutant tissue are marked by the absence of GFP. Mutant clones were outlined and wild-type *mir-998* was indicated by +/+, and −/− for *mir-998^exc222^*. Analysis was performed on a minimum of 10 larvae of each genotype. The position of the morphogenetic furrow is marked with an arrowhead.

EGFR signaling is used reiteratively throughout development, including in the recruitment of photoreceptor cells into the ommatidial clusters of the developing larval eye [17]–[19]. To confirm that EGFR signaling is reduced in *mir-998* mutants, we performed genetic interaction tests between the *mir-998* mutant allele and the dominant gain-of-function *Ellipse* (*Elp*) allele of the *Egfr* gene. The number of ommatidial clusters is significantly reduced in *Egfr^Elp^*/+ larval eye discs as revealed by staining with an ELAV antibody that marks differentiated photoreceptors (Figure 4B and [18], [20]). Strikingly, the *mir-998^exc222^* mutation strongly suppressed this phenotype: there was a dramatic increase in the number of ommatidial clusters in *Egfr^Elp^*/+, *mir-998^exc222^* double mutant eye discs compared to *Egfr^Elp^*/+ single mutant eye discs (Figure 4B). Consistently, the small, rough eye phenotype of *Egfr^Elp^*/+ adult flies was suppressed by the loss of *mir-998* (Figure 4B). To determine whether the effect of *mir-998* is cell autonomous, we generated clones of *mir-998^exc222^* mutant cells in heterozygous *Egfr^Elp^*/+ eye discs. As shown in Figure 4C, the *Egfr^Elp^* mutant phenotype was partially suppressed in cells that were immediately adjacent to the *mir-998^exc222^* mutant tissue suggesting some non-cell autonomous effects. Therefore, the loss of *mir-998* suppresses the EGFR gain-of-function phenotype, which is consistent with the reduction of dpERK activity (Figure 4A) and therefore EGFR signaling in *mir-998* mutant tissue.

### *dCbl* is downregulated in *mir-998* mutant eye discs, phenocopies the response of the *mir-998* mutant to E2F-dependent apoptosis, and can be directly repressed by miR-998 *in vitro*

To gain insight into the molecular basis of the genetic interaction between miR-998 and EGFR signaling, we asked whether the loss of *mir-998* results in misexpression of gene(s) that are known to be connected to the EGFR signaling pathway. To identify such genes in an unbiased manner we performed gene expression microarrays using RNA isolated from *mir-998^exc222^* homozygous mutant and wild type eye discs. This analysis led to identification of a set of 382 genes that were differentially expressed (DE) in the *mir-998* mutant. 

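Eye discs of wandering larvae raised at 25°C were profiled on 6 Affymetrix GeneChip arrays, 3 for wild type (*w1118*) and 3 for *mir-998 exc222* homozygotes. Each transcript is read on these arrays by probe sets of short oligonucleotides. The sample records give 6 µg of total RNA for each labeling, and Protocol S1 gives 15 µg of labeled cRNA for each hybridization. The authors' values are log2 expression values from the rma algorithm, which corrects the background, brings all arrays to a common distribution of values and summarizes the probes of each probe set. The deposited table held 18952 probe sets, of which 183 were Affymetrix controls and 18769 were tested. The median log2 value was 5.25 to 5.30 on the 6 arrays, and the bacterial *trp* control probe sets averaged 3.63 to 3.72, which gives the level of background signal. A platform annotation named 1 gene for 13647 of the tested probe sets and several genes for 402, and 4720 are unnamed here, which left 11982 genes to be read. *dE2f1* is named only together with another gene on its probe set, and *rpr* and *hid* are not analysed here. Mature miR-998 is not analysed either, so its loss could not be used to check the labels. The mutant was compared with wild type by limma (lmFit and eBayes), p-values were adjusted by the Benjamini-Hochberg method over the 18769 probe sets, and each gene was read from the probe set with its highest mean log2 value. The number of arrays limits the precision, since an exact permutation test of 3 arrays against 3 cannot give a p below 0.1. The sample records call the arrays biological replicates without naming separate crosses, so the p-values measure the spread between these samples, which may be partly technical.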

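In *mir-998 exc222* eye discs 116 genes were higher and 115 were lower than in wild type, 231 of the 11982 genes read, at an adjusted p at or under 0.05 from limma. *CG14692* had the largest increase, from 4.52 ± 0.10 (log2, SD, n = 3) in wild type to 10.99 ± 0.14 (SD, n = 3) in the mutant, a log2 fold change of 6.47 (standard error 0.09, adjusted p = 1.54e-06 from limma). A dimmer probe set of *CG14692* changed by 2.59 (standard error 0.54), and the mean of both by 4.53 (adjusted p = 0.00167 from limma). *Cyp4p2*, a cytochrome P450, had the largest decrease, from 10.69 ± 0.32 (SD, n = 3) to 4.35 ± 0.12 (SD, n = 3), a log2 fold change of -6.34 (standard error 0.17, adjusted p = 2.62e-05 from limma). Among the other increases, *CG9150* rose by 4.38, *CG7900* by 4.09, *mthl8*, a receptor of the Methuselah-like family, by 3.68, *Set8*, a histone methyltransferase, by 3.62 and *ATPsynepsilonL* by 2.95 on the log2 scale, with standard errors from 0.08 for *CG7900* to 0.16 for *Set8*. The log2 fold change was 2.49 (standard error 0.32) for *CG8850*, 2.39 (standard error 0.38) for *Rgk1*, a small GTPase, 2.38 (standard error 0.29) for *CG18367* and 2.18 (standard error 0.32) for *CG6055*. Among the other decreases, *CG32198* fell by 5.46, the glutathione S-transferase *GstD3* by 4.92, the guanylyl cyclase *Gyc89Da* by 4.48, *Zip102B*, a zinc transporter, by 4.34, *Meics* by 4.26 and *Ir76a*, an ionotropic receptor, by 4.04, all on the log2 scale. The log2 fold change was -3.52 for *CG15236*, -3.03 for the cytochrome P450 *Cyp4g1* and -2.87 for *krimp*, a gene of the piRNA pathway. *CG15236* lay near background in the mutant, at 3.81, so its fall is a lower bound. Mutant means were also low for *Ir76a* (4.22), *Cyp4p2* (4.35), *Gyc89Da* (4.43) and *Meics* (4.52), as were wild type means for *CG14692* and *mthl8* (4.52 each). The first quartile of the arrays was 4.26 to 4.32, so these changes may be lower bounds too. For these 20 genes the adjusted p was at most 0.0381, reached by *Rgk1*, and in 13 of them the dimmer genotype lay under 5.28, the median of all values. Of the 231 genes, 204 changed by at least 1.5-fold. Leaving out mutant replicate 1, 2 or 3 or wild type replicate 1 or 2 lowered the 231 genes to 92, 90, 100, 167 and 135. Without wild type replicate 3 they rose to 323, and array weights raised them to 373. The calls of *CG8850* and *CG18367* ended without wild type replicate 1 or 2, *CG8850* also without mutant replicate 2 and *CG18367* also without mutant replicate 1 (adjusted p up to 0.078 and 0.0705). That of *Rgk1* ended in every fit with 1 array left out except the one without mutant replicate 2 (adjusted p up to 0.136), and that of *CG6055* in every such fit except the one without wild type replicate 2 (adjusted p up to 0.131). *Rgk1* fell to a log2 fold change of 1.16 (adjusted p = 0.057) with the mean of its probe sets; its dimmer probe set stood at -0.07. With the salivary gland markers as a covariate, chosen after the data were seen, the calls of *Rgk1*, *CG18367* and *CG6055* also ended (adjusted p up to 0.0851), at log2 fold changes of 2.20, 2.33 and 2.10. With the fat body markers, chosen likewise, that of *Rgk1* ended (2.37, adjusted p = 0.0523).

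**Figure D1:**
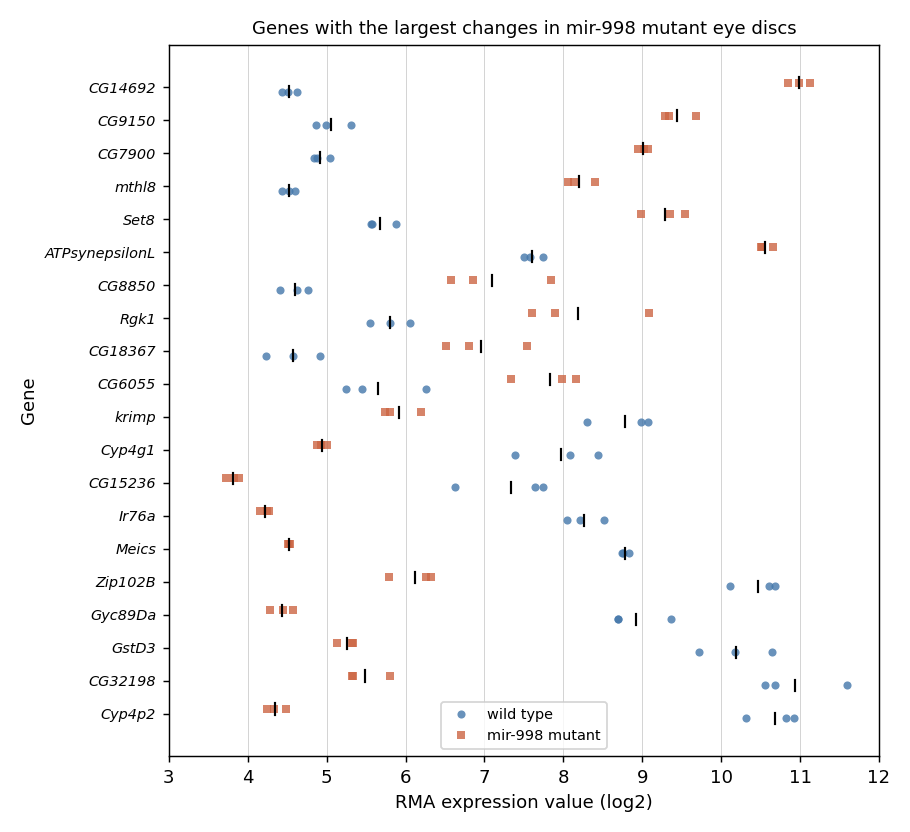
RMA expression values (log2, horizontal axis) of the 10 genes with the largest increases and the 10 with the largest decreases in *mir-998* mutant eye discs. Circles are the 3 wild type arrays, squares the 3 mutant arrays and vertical bars the means of 3; for *CG14692* the mean is 4.52 in wild type and 10.99 in the mutant, and for each of the 20 genes the arrays of the 2 genotypes do not overlap.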

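Genes of detoxification changed in both directions in the mutant. A list of cytochrome P450, glutathione S-transferase and related genes had 43 measured members. It does not hold every such gene, and *Cyp4g1* is outside it. Of the 43, 3 were higher and 4 lower (4 and 7 when adjusted over the list alone). *Cyp4p1* fell by 2.50 (standard error 0.19) and *GstD9* by 1.78 (standard error 0.23) on the log2 scale, while *Cyp6a17* rose by 1.96 (standard error 0.18), *Cyp4e2* by 1.01 (standard error 0.14) and *GstE3* by 0.79 (standard error 0.12). The list changed when both directions were counted (adjusted p = 5.05e-06, mixed fry, limma). Its shift one way did not pass fry (adjusted p = 0.0947) or camera (adjusted p = 0.138), except downward in camera with dim probe sets left out (adjusted p = 0.0448). Of 22 ecdysone response genes, *MsrA*, a methionine sulfoxide reductase, had a log2 fold change of 0.88 (standard error 0.08, adjusted p = 0.00381 from limma) and *Eip93F*, a transcription factor, of 1.08 (standard error 0.17, adjusted p = 0.0382 from limma). Adjusted over the list alone, 6 ecdysone response genes were higher and 1, *ftz-f1*, was lower; the list shifted upward in camera with the preset correlation of 0.01 (adjusted p = 0.000144), and not with an estimated correlation (adjusted p = 0.504). Of 15 hemocyte markers 1 passed over all probe sets, *NimC1*, a phagocytosis receptor of blood cells, with a log2 fold change of 1.64 (standard error 0.26), and 6 were higher when adjusted over the list alone, among them the prophenoloxidases *PPO1* and *PPO2* at log2 fold changes of 1.38 (standard error 0.31) and 1.11 (standard error 0.25). Of 14 muscle genes none passed over all probe sets by limma, where 5 had an unadjusted p under 0.05, and 4 were lower when adjusted over the list alone, including *Mlc2* (log2 fold change -0.91), *sls* (-0.76) and *up* (-0.58). The hemocyte list shifted upward (adjusted p = 0.000112, camera) and the muscle list downward (adjusted p = 4.48e-05, camera), neither passing with an estimated correlation (adjusted p = 0.504 for each) or one-way fry (adjusted p = 0.177 for each). With both directions counted in fry, the hemocyte (adjusted p = 0.0337), ecdysone (0.031) and heat shock (0.0337) lists passed and the muscle list did not (0.116). *Hsp26*, a small heat shock protein, was the only called gene of 6 heat shock genes, with a log2 fold change of 1.38 (standard error 0.21), and *Damm*, a caspase, the only one of 18 cell death genes, from 4.42 ± 0.13 (SD, n = 3) to 5.14 ± 0.17 (SD, n = 3). *GstD9*, *Cyp4e2*, *GstE3*, *ftz-f1*, *PPO1*, *PPO2*, *Mlc2*, *sls* and *up* were chosen to be named after their values were seen, the other genes by a rule set beforehand. *Eip93F* and *GstE3* lost their calls in each fit that left out 1 array (adjusted p up to 0.159 and 0.174). *NimC1* and *Cyp4e2* lost theirs in all but the one without wild type replicate 1 (up to 0.158 and 0.104). So did *Damm* in all but the one without wild type replicate 3 (up to 0.148), *Hsp26* in all but those without wild type replicate 2 or 3 (up to 0.157) and *GstD9* in all but those without wild type replicate 1 or 3 (up to 0.0873). With the mean of its probe sets *Eip93F* fell to 0.495 (adjusted p = 0.12). With the salivary gland markers as a covariate, chosen after the data were seen, the calls of *Damm*, *Eip93F*, *NimC1*, *Hsp26*, *GstE3* and *GstD9* ended (adjusted p up to 0.108), at log2 fold changes of 0.73, 1.12, 1.55, 1.37, 0.80 and -1.80. In the fits with 1 array left out the members past the threshold over the list alone numbered 1 to 7 of the hemocyte list, 0 to 8 of the muscle list and, among ecdysone response genes that were higher, 3 to 12, with 1 lower only without wild type replicate 3. For detoxification they were 3 to 5 higher and 4 to 13 lower.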

The list of DE genes was then mined for genes with terms related to the EGFR signaling pathway by referring to AmiGO and KEGG pathway databases, as well as the literature [21]–[23] (Table S3).

Of 80 genes associated with the EGFR pathway, only one was significantly differentially expressed in the *mir-998^exc222^* microarray: *dCbl-S*. dCbl negatively regulates signaling from EGFR by binding to the activated, phosphorylated receptor, and inducing its ubiquitination and endocytosis [24]–[27]. 

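*Cbl* was the only called gene among the 58 measured genes of the EGFR set of 80, and the other 57 changed by less than 0.5 on the log2 scale. *Egfr*, the receptor itself, had a log2 fold change of 0.04 (standard error 0.15, adjusted p = 0.964 from limma), and its ligand *spi* of -0.02 (standard error 0.11, adjusted p = 0.98 from limma). Among the other genes, *AdamTS-B* (*CG4096* in Table S3) stood at 0.49 (standard error 0.16), *svp*, a nuclear receptor of photoreceptor precursors, at 0.45 (standard error 0.17), *ave* at 0.44 (standard error 0.14) and *Gug*, a corepressor, at 0.42 (standard error 0.15). With *aop*, the repressor Yan, at 0.33 (standard error 0.10), *mop* at -0.23 (standard error 0.07) and *fred* at -0.20 (standard error 0.06), these had unadjusted p-values under 0.05 in limma, 8 of 58 genes with *Cbl*, against 1664 of all 11982 genes read, and adjusted p-values of 0.232 or more. Adjusted over the list alone, *Cbl* was again the only gene past the threshold. Of the 58 genes 45 were higher and 13 lower, with a median log2 fold change of 0.10, and camera gave an upward shift of the set (adjusted p = 0.00152 with the preset correlation, adjusted p = 0.504 with an estimated correlation). Fry gave an adjusted p of 0.00129 with both directions counted, *Cbl* included, and of 0.177 one way. For 55 of the 57 genes other than *Cbl* the 95% interval of the change lay within 1 log2 unit of 0. Of 8 measured target genes of EGFR signaling, a list that shares 5 genes with other lists, none passed limma and 2 had an unadjusted p under 0.05. *sty*, an antagonist that EGFR signaling induces, had a log2 fold change of 0.22 (standard error 0.21), and the list shifted upward in camera (adjusted p = 0.0482; adjusted p = 0.504 with an estimated correlation), a call that ended in 10 of 14 alternatives (adjusted p up to 0.265). The other 22 genes of the set have no probe set named for them alone and were not analysed here, and *AdamTS-B*, *svp*, *ave*, *Gug*, *mop* and *fred* were chosen to be named after their values were seen.

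**Figure D2:**
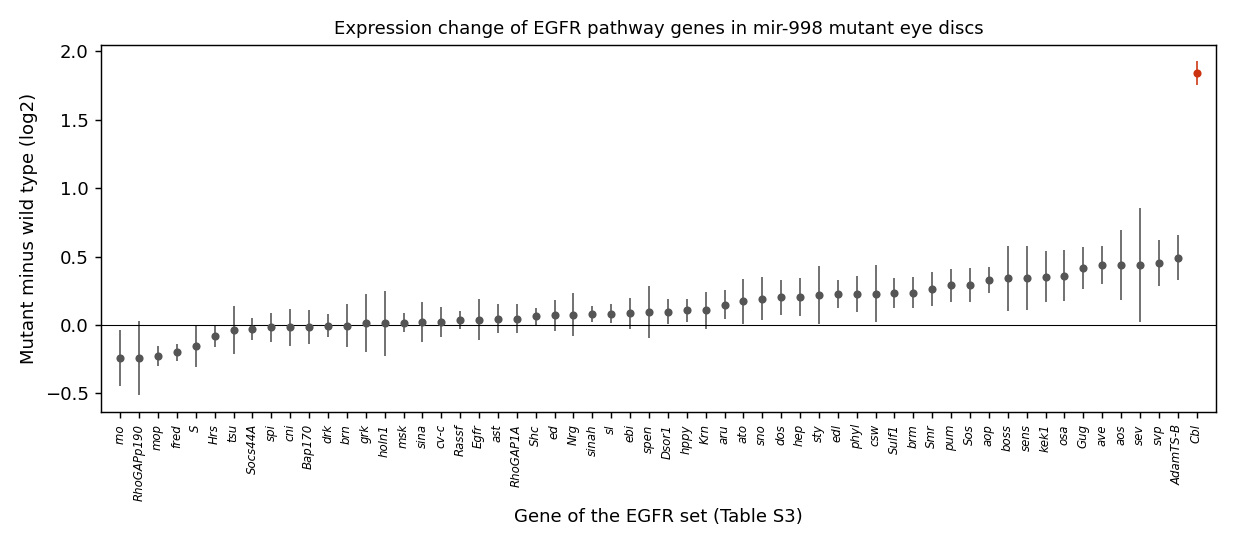
Log2 fold change, mutant minus wild type (vertical axis), of the 58 measured genes of Table S3, ordered by value; bars are limma standard errors from 3 arrays for each genotype. *Cbl*, in red, is the only gene with an adjusted p at or under 0.05, and the next highest is *AdamTS-B* at 0.49.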

According to the microarray data, the expression of *dCbl-S* was increased 3.6-fold in the absence of *mir-998*, which made it a good candidate as a target of repression by miR-998, the prevailing mechanism of miRNA function. 

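*Cbl*, which encodes the ubiquitin ligase dCbl, was 3.58-fold higher in the mutant (95% interval 3.10 to 4.13) on the probe set with the highest mean. Its log2 values were 8.74, 8.89 and 8.67 in wild type (8.77 ± 0.11, SD, n = 3) and 10.50, 10.64 and 10.68 in the mutant (10.61 ± 0.09, SD, n = 3). The log2 fold change of 1.84 had a standard error of 0.09 and an adjusted p of 0.000259 from limma, and its 3 mutant values all lay above the 3 wild type values (exact permutation test, two-sided p = 0.1, the smallest that 3 arrays against 3 allow). A second *Cbl* probe set was 1.46-fold higher, from 6.99 ± 0.32 (SD, n = 3) to 7.53 ± 0.19 (SD, n = 3), with a log2 fold change of 0.55 (standard error 0.18) that did not pass limma (adjusted p = 0.275). The annotation used here does not say which of the *dCbl-S* and *dCbl-L* transcripts each probe set reads. Averaged over both probe sets the log2 fold change was 1.19 (adjusted p = 0.00676 from limma). From the increase on the array, and because miRNAs mostly repress their targets, the paper reasons that *dCbl-S* was a good candidate for a gene that miR-998 represses.

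**Figure D3:**
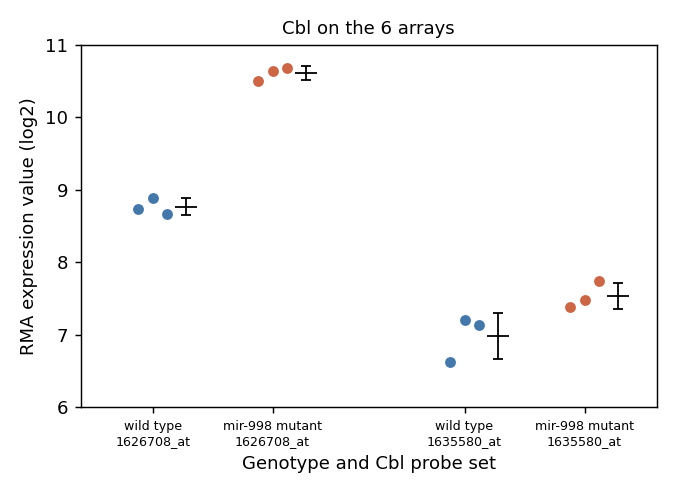
RMA expression values (log2, vertical axis, starting at 6) of the 2 *Cbl* probe sets in wild type and *mir-998* mutant eye discs. Points are arrays, and the bars beside them the mean and SD of 3; on the brighter probe set the mutant arrays lie between 10.50 and 10.68 and the wild type arrays between 8.67 and 8.89.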

To confirm the results of the gene expression microarray, *dCbl* expression was measured in *mir-998* homozygous mutant eye discs by quantitative RT-PCR (qRT-PCR). The *dCbl* gene encodes two dCbl proteins generated from alternatively spliced transcripts which, like their mammalian Cbl homologs, both negatively regulate EGFR signaling in *Drosophila* [28], [29]. As shown in Figure 5A, both *dCbl* transcripts were significantly upregulated in *mir-998^exc222^* eye discs (*dCbl-S*: 4.4-fold, *dCbl-L*: 2.3-fold). Together with the results of genetic interaction tests described above, this suggested a model where miR-998 represses dCbl, a negative regulator of EGFR signaling, to enhance signaling downstream of the EGF receptor.

**Figure 5:**
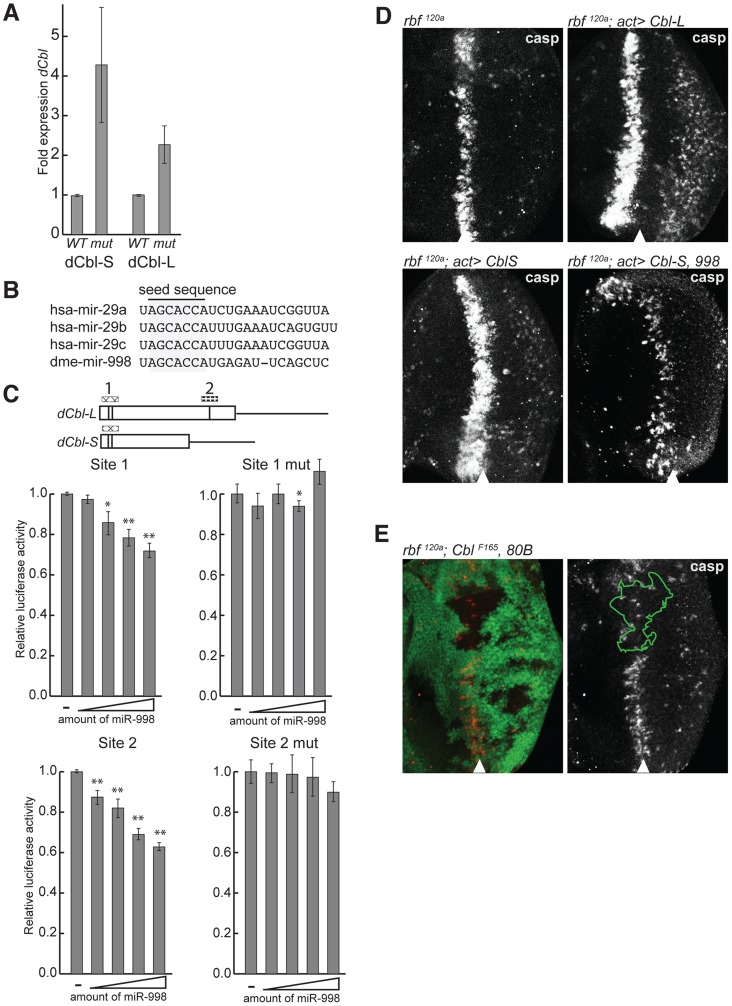
miR-998 enhances EGFR signaling by repressing *dCbl*. (A) cDNA was prepared from RNA extracted from +/+ (Canton S, wild-type) or *mir-998* ^exc222^ third instar larval eye discs. The expression of *dCbl-S*, and *dCbl-L* were measured using qPCR, and normalized to *rp49* or *β-tubulin* levels. Expression in +/+ was designated as 1.0 and the expression in *mir-998* ^exc222^ was compared. (B) Alignment of mature miRNA sequences of mir-29 seed family homologs. Seed sequences are highlighted. (C) 3′ UTR sensor assays were performed in HeLa cells using sequences predicted to be regulated by miR-29 or miR-998, or sequences carrying mutations in miR-998 binding sites. The indicated 3′ UTR sensor plasmid was transfected with pcDNA3/empty or increasing amounts of pcDNA3/*mir-998* plasmid. Cells were harvested 24–48 h post-transfection, and luciferase activities were measured. A minimum of three independent transfections was performed for each sensor construct. Error bars represent standard error. Asterisks are shown for differences between vector and miR-998 that are statistically significant by t-test (* is p<0.05, ** is p<0.01). (D) Third instar larval eye discs were immunostained with an antibody that recognizes active caspases in dying cells. GFP and *dCblS*, *dCblL*, or *miR-998* were expressed in the entire eye disc of of males hemizygous for *rbf1^120a^* using a flip-out technique induced by ey-FLP. Full genotypes are: *rbf1^120a^*, ey-FLP; +/+ (top left), *rbf1^120a^*, *ey-FLP; act5c>CD2>GAL4, UAS-GFP/UAS-dCblL* (top right), and *rbf1^120a^*, *ey-FLP; act5c>CD2>GAL4, UAS-GFP; UAS-dCblS* (bottom left), and *rbf1^120a^*, *ey-FLP; act5c>CD2>GAL4, UAS-GFP/UAS-miR-998; UAS-dCblS* (bottom right). (E) Third instar larval eye discs from *rbf1^120a^*, *ey-FLP/Y*; *dCbl^F165^*, FRT 80B/GFP, FRT 80B animals were dissected, fixed, and stained with an antibody recognizing active caspase (casp).

This model was tested in three sets of experiments. First, we asked whether *dCbl* is a miR-998 target. Since *dCbl* was not identified as a target of miR-998 by bioinformatic prediction, we asked whether the mammalian ortholog, c-Cbl, was a predicted target of the mammalian miRNA members of the mir-29/998 miRNA seed family: mir-29a-c [30] (Figure 5B and Table S1). Analysis revealed that c-Cbl contains five predicted miR-29 target sites including two sites in tandem within a highly conserved region that encodes the tyrosine kinase-binding (TKB) domain. Further analysis of *dCbl* using the RNA22 prediction algorithm with low stringency parameters [31] revealed a putative target site for miR-998 in *dCbl-L* (Figure 5C). The functionality of these sites was then tested in luciferase sensor assays. The identified predicted target sites for miR-998 in *dCbl* were cloned downstream of the *Renilla* luciferase gene, and were transfected with increasing amounts of a miR-998 expression plasmid. Significantly, miR-998 exhibited dose-dependent repression of luciferase 3′UTR sensor constructs carrying either the double miR-29 target site within the highly conserved TKB domain (site 1), or the miR-998 site near the 3′ end of the dCbl-L coding sequence (site 2) (Figure 5C). Moreover, the repression of site 1 and site 2 was completely blocked when the target sequences were mutated. Thus, miR-998 directly repressed luciferase sensor constructs carrying dCbl target sequences. While our sensor assay results are consistent with the notion that miR-998 directly represses dCbl in eye discs, we acknowledge the possibility that miR-998 represses dCbl indirectly through a different mechanism *in vivo*.

Since *dCbl* is a negative regulator of EGFR signaling, its elevated expression in *mir-998* mutants may explain the increased apoptosis in the morphogenetic furrow of *rbf*, *mir-998* double mutants. To test this idea, we examined the effect of *dCbl* overexpression on cell death in *rbf* mutant eye discs. When dCbl-S or dCbl-L were expressed in *rbf^120a^* mutant eye discs using the Flip-out system, a wider band of C3 antibody staining was detected than in the control *rbf^120a^* mutant eye disc. Importantly, co-expression of miR-998 blocked the increase in cell death induced by dCbl, which is consistent with the notion that miR-998 can repress dCbl expression *in vivo* (Figure 5D). In the converse experiment, clones of *dCbl* mutant cells were generated in *rbf^120a^* mutant background and mosaic eye discs were stained with the C3 antibody. Consistent with results of dCbl overexpression described above, the loss of *dCbl* strongly suppressed apoptosis in *rbf* mutants as the number of C3 positive cells was dramatically reduced in the *dCbl* mutant tissue (Figure 5E). Therefore miR-998 represses dCbl, a negative regulator of EGFR signaling that is functionally important for triggering cell death, in the morphogenetic furrow of *rbf* mutant eye discs. Furthermore, dCbl is a critical target of miR-998 in modulating apoptosis in *rbf*-deficient cells since overexpression of dCbl in eye discs mimics the *mir-998* mutant phenotype, while the *dCbl* mutant mimics the miR-998 overexpression phenotype.

### miRNA-dependent repression of dCbl is conserved in mammalian cells

miR-998 is part of the mir-29 seed family of miRNAs, which is defined by having identical seed sequences ([30] and Figure 5B). The presence of multiple miR-29 target sites in mammalian c-Cbl raises the question of whether miRNA-dependent regulation of dCbl is conserved in mammals. To address this question we generated and expressed three different luciferase sensors carrying single, or paired predicted miR-29 target sites from the human c-Cbl gene, along with increasing amounts of a miR-29a expression plasmid (Figure 6A). While some miRNAs exert strong repression of their targets, others including miR-29 have been shown to elicit more modest effects in sensor assays and *in vivo* [32]–[36]. Indeed, miR-29a exerted modest but clearly dose-dependent repression of a sensor carrying two sites in tandem in the TKB domain near the 5′ end of the CDS (site 1). miR-29a also repressed a luciferase sensor carrying a predicted miR-29 site in the 3′UTR (site 2), while a sensor carrying tandem sites near the 3′ end of the 3′UTR failed to respond to miR-29 (site 3) (Figure 6A). To address the specificity of repression, we introduced mutations into the mir-29 target sequences in the c-Cbl site 1 and site 2 luciferase sensors and found that miR-29 did not repress these mutant sensors, regardless of the amount of transfected miR-29. Therefore, even though miR-29 modestly repressed sensors containing site 1 and site 2, this repression was specific since the response to miR-29 was dose-dependent, while mutating the sites completely blocked the effect of miR-29. We concluded that miR-29 seed family members can directly target c-Cbl through corresponding paired sites that are present within the highly conserved region in both *Drosophila* and human genes encoding the TKB domain. In addition, *Drosophila* and human miR-29 seed family members can regulate Cbl sensors through distinct target sites that are not conserved between the two species (Figure 5C and Figure 6A).

**Figure 6:**
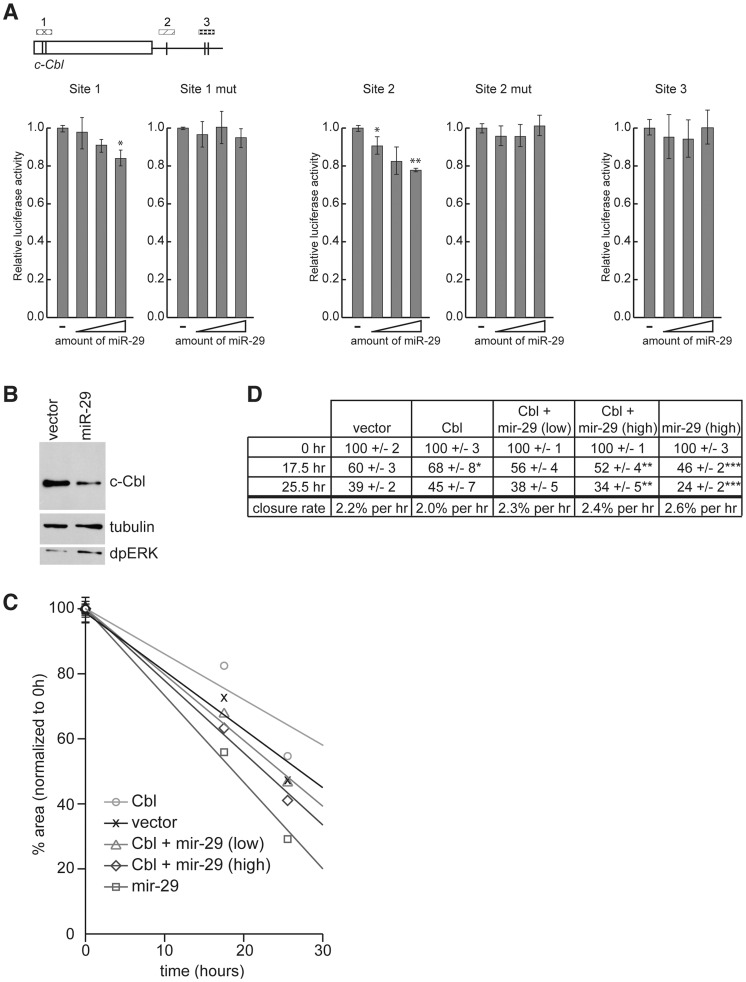
c-Cbl is a target of hsa-miR-29 in mammalian cells. (A) 3′ UTR sensor assays were performed in HeLa cells using sequences predicted to be regulated by miR-29. The indicated wild-type or mutant 3′ UTR sensor plasmids were transfected with pcDNA3/empty alone, or increasing amounts of pcDNA3/*mir-29* plasmids. Cells were harvested 24–48 h post-transfection, and luciferase activities were measured. A minimum of three independent transfections was performed for each sensor construct. Error bars represent standard error. Asterisks are shown for differences between vector and miR-29 that are statistically significant by t-test (* is p<0.05, ** is p<0.01). (B) Cell lysates were prepared from HeLa cells transiently transfected with pcDNA3/empty or pcDNA3/*mir-29* plasmids. The expression of c-Cbl, dpERK, and tubulin were detected by Western blot. (C and D) Wound healing assays were performed on HeLa cells transfected with c-Cbl, miR-29a, or an empty vector control. The area of the wound was measured at each time point and normalized to 0 h. Eight wound areas were measured for each sample at each time point. (C) Average wound areas relative to the initial scratch were plotted for each transfection condition. (D) Summary of scratch assay data. Shown are average wound area and standard error for each transfection condition, and the rate of wound closure (change in % scratch area/time) represented in (C) as trendlines. Asterisks are shown for differences between sample and vector control that are statistically significant by t-test (* is p<0.25, ** is p<0.15, and *** is p<0.005).

Having established the functionality of putative miR-29 target sites in the c-Cbl sequence using sensor assays, we asked whether the endogenous c-Cbl could be repressed by miR-29. HeLa cells were transfected with a miR-29 expression plasmid or an empty vector and the level of c-Cbl was analyzed by Western blot analysis 48 hr after transfection. As shown in Figure 6B, the expression of endogenous c-Cbl protein was significantly reduced in cells expressing miR-29 compared to the vector control. Importantly, downregulation of c-Cbl was accompanied by an elevated level of di-phosphorylated ERK (dpERK), which reflects an increase in EGFR/MAPK activity, in response to miR-29a expression.

Previous work showed that in the absence of functional Cbl, the sensitivity of cells to signals from the extracellular milieu is enhanced, and cells exhibit increased growth factor-induced motility in wound-healing scratch assays. The cell migration is mediated in part by ERK-MAPK signaling [37]–[39]. Therefore we tested whether reduction of c-Cbl by miR-29a expression alters the rate of wound-healing in scratch assays. Scratch assays were performed on HeLa cells transfected with constructs expressing miR-29a, c-Cbl, c-Cbl and miR-29a, or an empty vector control. The area of the wound was measured 0, 17.5, and 25.5 hours after the scratch was introduced (Figure 6C and 6D). As expected, cells expressing c-Cbl exhibited decreased motility and delayed wound closure compared to the control. In contrast, expression of miR-29a significantly increased the rate of wound healing compared to both cells expressing c-Cbl, and cells transfected with empty vector. miR-29a also increased the rate of wound healing in cells transfected with c-Cbl, which was consistent with the notion that miR-29 directly represses c-Cbl expression and, as a consequence, its function *in vivo*. 25.5 hours after the scratches were introduced, cells expressing miR-29a had closed all but 24% of the original area of the scratch wound, while the scratch wound of controls cells occupied 39% of the original area, and the scratch in cells expressing c-Cbl was 55% of the original area (Figure 6C and 6D). Co-expression of lower and higher amounts of miR-29 with c-Cbl led to scratches that were 38% and 34% the original area after 25.5 hours, suggesting that miR-29 can suppress the function of its target *in vivo*.

From these experiments we concluded that c-Cbl expression is modulated by miR-29a in mammalian cells and that miR-29a represses endogenous c-Cbl expression. Importantly, repression of c-Cbl expression is accompanied by increased ERK-MAPK signaling and an elevated rate of growth factor-regulated cell migration.

## Discussion

The potential for complex interactions between intronic miRNAs and their host is illustrated by the *Drosophila dE2f1* gene, and the two miRNAs embedded in its last intron: *mir-11* and *mir-998*. We previously showed that *mir-11* directly represses a subset of apoptotic genes that are transcriptional targets of the host gene *dE2f1*, and in doing so, miR-11 limits E2F-dependent cell death induced by DNA damage. Here, we identified a novel layer of regulation in the *dE2f1* locus as miR-998 enhances EGFR cell survival signaling, thereby suppressing E2F-dependent cell death in *rbf* mutant animals. Therefore, the proapoptotic function of dE2F1 is under intrinsic control by two distinct and complementary mechanisms.

Many miRNAs elicit relatively weak effects and therefore their mutant phenotypes are rather subtle. Therefore it is not surprising that both the *mir-11* and *mir-998* mutant alleles were viable, and exhibited no phenotypes on their own. The lack of a mutant phenotype represents a major hurdle in identifying the physiological function of a miRNA [2], [40]. A number of approaches have been taken to reveal miRNA functions such as generating compound mutants, and analyzing mutant phenotypes in the context of disruptions to core regulatory pathways [3]. In our work we have used a different strategy and investigated miRNAs in the context of the function of their host gene. This novel approach turned out to be highly informative and allowed us to identify the elusive functions of two intronic miRNAs embedded within the *dE2f1* gene. Notably, both miRNAs exhibited phenotypes only in E2F-sensitized backgrounds but lacked phenotypes on their own. One implication of our work is that the functions of intronic miRNAs can be linked to their host gene, and where known, the host gene function can be exploited to uncover the physiological roles of embedded miRNAs. This idea is particularly relevant given that approximately 40% of all miRNAs are embedded in protein-coding genes and therefore such approach can be applicable beyond the *dE2f1* locus.

In various systems, inactivation of *Rb* provides a cellular context to investigate E2F-dependent apoptosis. Interestingly, animal models revealed that not every *Rb* mutant cell is equally sensitive to apoptosis. In the *Drosophila rbf* mutant eye disc, apoptosis occurs in a highly reproducible pattern that is determined by the level of prosurvival signaling from the EGF receptor [13]. Our data show that the loss of *mir-998* enhanced cell death in *rbf* mutant eye discs but did not alter the overall pattern of apoptosis. Notably, we did not find evidence that miR-998 directly repressed cell death genes. Therefore, miR-998 is unlikely to function by altering the expression of apoptosis genes. Rather, our results support a scenario where miR-998 represses cell death in *rbf* mutants by enhancing pro-survival EGFR signaling. 

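On the arrays of *mir-998 exc222* eye discs, *Cbl* ranked 15 by log2 fold change among the 116 genes that were higher than in wild type, and 14 by adjusted p among all 11982 genes read. Its increase was smaller than those of *CG14692*, *CG9150*, *CG7900*, *mthl8* and *Set8*, and 116 of the 231 called genes changed by at least 2-fold. *Rbf*, which encodes the fly pRB homolog, did not pass limma in the same comparison, with a log2 fold change of 0.30 (standard error 0.13, adjusted p = 0.437).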

Using genome-wide approaches we identified *dCbl* as a highly upregulated gene in *mir-998* mutant eye discs. Genetic interaction tests demonstrated that *dCbl* phenocopies the effect of *mir-998* on dE2f1-dependent cell death in *rbf* mutants. Therefore *dCbl* behaves as a critical player that mediates the effect of *mir-998* on apoptosis. We acknowledge that our data do not rule out the possibility that the effect of miR-998 on *dCbl* is indirect. For example, miR-998 may function by limiting the level of a positive regulator of *dCbl* expression. However, miR-998 can directly repress dCbl in sensor assays and this repression occurs in a sequence-dependent manner mediated by three different miR-998 target sites in *dCbl*. Similarly, a miR-998 seed family homolog, mir-29 repressed mammalian *c-Cbl* sensors in HeLa cells. Thus, while the mechanism of regulation of Cbl by the mir-998/mir-29 seed family *in vivo* may involve indirect or direct regulation, we favor a model where miR-998 modulates EGFR signaling by directly regulating *dCbl*. Further testing of this model would require introducing mutations in the miR-998 binding sites in the endogenous *dCbl* gene in order to generate *dCbl* alleles that are insensitive to direct targeting by miR-998.

Cbl is a negative regulator of EGFR signaling that binds the activated receptor and induces its ubiquitination and subsequent endocytosis, after which either further downregulation occurs through receptor degradation, or the receptor is retained in endosomes, or recycled back to the plasma membrane [24]. In the eye disc, the transient decrease in EGFR signaling prior to ommatidial specification occurs in part through the sequestration of the EGFR ligand, Spitz, which limits communication from neighbouring cells [13], [41], [42]. Moreover, expression of an EGFR isoform that cannot transmit ligand-initiated signals also stimulated EGFR-dependent cell death in *rbf* mutants [13]. Consistent with this mode of regulation, we showed that changes in the levels of *dCbl*, which limits EGFR signaling from the plasma membrane, modulated E2F-dependent cell death in *rbf* mutants. We suggest that through repression of dCbl expression, miR-998 supported ligand-dependent EGFR signaling in this context, which limited the proapoptotic activity of dE2F1.

miR-998 belongs to the miR-29 seed family of miRNAs, which also includes miR-285 and miR-998 in *Drosophila* [30]. While no mutant phenotypes have been reported, a recent investigation of gain-of-function phenotypes showed similar wing defects caused by overexpression of miR-285 and miR-995, although their molecular basis unknown [43]. Similarly, the functions of miR-29 seed family members cel-miR-49 and cel-miR-83 have not been reported. Seed family members in humans include the less abundant mature miRNA generated from the mir-21 oncomir, mir-21* (mir-21-3p), and mir-593* (mir-593-5p), and miR-29a, miR-29b and miR-29c. Unlike for other seed family members, a number of functions and targets of miR-29 have been reported. While it is not clear whether these functions and targets are common to other seed family members, this possibility warrants further investigation.

In humans, two intergenic mir-29 clusters give rise to three different mature miR-29 miRNAs that share an identical seed sequence, but differ slightly in their 3′ sequences. miR-29 was shown to disrupt epithelial polarity, and cooperate with oncogenic Ras in inducing epithelial-to-mesenchymal transition (EMT) and metastasis through the repression of the tristetraprolin nuclease [44]. Here, we identify a previously unknown miR-29 target, c-Cbl, which functions upstream of Ras in many signaling pathways. This novel link raises the question of whether miR-29 modulates receptor tyrosine kinase-induced EMT. Additional evidence for an oncogenic function of miR-29 came from the identification of PTEN as a miR-29 target [45]. Moreover, the oncogenic viral miRNA BLV-miR-B4 shares the same seed sequence as miR-29 and directly regulates miR-29 targets peroxidasin and HBP1 [46]. However, in different contexts, miR-29 has been shown to function as a tumor suppressor [47]–[49], and miR-29c repressed cancer cell proliferation, and limited E2F activity through the indirect activation of *Rb* [50]. It is not yet clear whether either of the two *mir-29* clusters are transcriptionally regulated by E2F, although the expression of miR-29a is induced in the G1 phase of the cell cycle [51], which is coincident with increased E2F activity.

c-Myc bound both mir-29 cluster gene promoters and repressed miR-29 expression, suggesting that miR-29 is directly regulated by c-Myc [52]. Furthermore, expression of miR-29 lead to a decrease in the expression of E2F targets Cyclin A2, MCM2, and PCNA [52]. It is currently unclear whether the expression of E2F and miR-29 are linked directly, or through c-Myc, which is well-known to induce the expression of E2F1. We note that while miR-998 and miR-29 share at least one common target, their mechanisms of interaction with E2F function may differ. Interestingly, overexpression of dMyc in *Drosophila* embryos lead to both cell death, and decreased expression of miR-998 [53]. It is not known whether miR-998 could block dMyc-induced cell death in *Drosophila* embryos, or whether this would be accomplished through repression of dCbl, and a consequent increase of EGFR signaling.

EGFR/MAPK and Rb/E2F pathways intersect in the regulation of proliferation and cell death and are frequently disrupted in cancer. Our results reveal a novel connection between Rb/E2F and EGFR signaling: miR-998 interacts with both pathways and integrates their activities to effect an overall cellular response. This link may represent an attractive target to intentionally perturb cellular homeostasis thereby sensitizing cells to therapeutic reagents in the treatment of malignancy.

## Materials and Methods

### Fly stocks

All fly crosses were done at 25°C. The following stocks were obtained from Bloomington Drosophila Stock Center at Indiana University: *GMR-Gal4*, *w*; *Dr*/Δ2-3 99B, *Sb*, *dE2f1^EY05005^* (FBal0160590), *dE2f1^7172^* and; *egfr^E1^*. The following stocks were previously published: *UAS-miR-11* (Brennecke et al. 2005), *Act88F-Gal4* and *Act88F-Gal4, UAS-dE2f1* (from Erick Morris and Teiichi Tanimura), *Cbl^F165^*, *FRT 80B*, *UAS-Cbl-L* (A18) and *UAS-Cbl-S* (A1) (from Trudi Schupbach), *rbf1^120a^*, *ey-FLP; act5c>CD2>GAL4, UAS-GFP/CyO, GFP^Act^*, and *rbf1^120a^*, *ey-FLP*/*FM7, GFP^Act^*;; *FRT* 82B, *GFP^Ubi^*, and *rbf1^120a^*, *ey-FLP*/*FM7, GFP^Act^*;; *GFP^Ubi^*, *FRT* 80B (from Nam Sung Moon). *dE2F1* ^Δ*1*^ is a deletion which lacks the genomic region between *P* element insertion *P[XP]E2f^d01508^* and *piggyBac* insertion *PBac[RB]InR^e01952^* and generated according to [54]. *E2f1^d01508^* (FBal0183912), and *InR^d03668^* (FBti0055281) were obtained from the Exelixis collection at Harvard Medical School. Generation of *mir-998^exc222^* mutant allele is described in Protocol S1.

### Construction of UAS-mir-998 transgene

For *in vivo* expression of miR-998, an insert encoding miR-998 was cloned into the pUAST plasmid using standard molecular cloning techniques. This insert contained the *de2f1* intron 5′ sequence flanking two mir-1 chimeras: mir1/mCherry shmiR [55] replaced the *mir-11* gene, and mir-1/998 replaced the *mir-998* gene, which was designed as in Haley et al. (2008) and was synthesized by GenScript USA. Flies carrying UAS-miR-998 were generated by P-element transformation at The Best Gene, Inc.

### Wound healing assay

HeLa cells were seeded in 6-well plates, transfected as described, and cultured until 100% confluent. Straight scratches were made across the cell layer using a 0.2 ml pipette tip. The cells were then gently washed three times with PBS to remove cellular debris and the media was replaced at 0 and 17.5 hours. Photographs of the wound region were taken using a Zeiss AxioObserver A1 microscope and AxioCam IC camera. The wound area was calculated using Image J software.

### 3′ UTR sensor plasmid construction

Sequences were cloned downstream of the Renilla luciferase coding sequence in the psiCheck2 (Promega) plasmid using standard cloning techniques. See Table S6 for sensor sequences.

### Cell culture, transfection and Luciferase assay

HeLa cells were cultured in DMEM+10% FBS, and were transfected with the X-treme Gene HP transfection reagent (Roche) according to the manufacturer's protocol. Cells were harvested 24–48 hours post-transfection. pcDNA3/*mir-998* generated by PCR amplification of the mir-998 gene and standard molecular cloning techniques. pcDNA3/*hsa-mir-29a* was generated by insertion of a GeneString (Invitrogen) with the mir-29a gene sequence in pcDNA3. Insert sequences were verified by sequencing analysis. Sequences are in Table S4. Firefly and Renilla luciferase activity were measured using the Dual Luciferase Assay protocol (Promega).

### Western blot

Antibodies: c-Cbl 1∶200 (sc-170), from Santa Cruz; di-phosphorylated p42/p44 ERK 1∶5000 (M8159) from Sigma-Aldrich; mouse anti-tubulin 1∶10000 (cat# T9026) from Sigma-Aldrich; goat anti-rabbit-HRP (#31460) and goat anti-mouse-HRP (#31430) from Thermo Fisher.

### Immunohistochemistry

Antibodies used were as follows: rabbit anti-C3 (Cleaved Caspase3), lot 26, 1∶75 (Cell Signaling), mouse anti-BrdU 1∶50 (Beckton Dickinson), rat anti-ELAV 1∶50, (Developmental Studies Hybridoma Bank), phosphorylated p42/p44 ERK 1∶200 (M8159) from Sigma-Aldrich, and Cy3-, and Cy5- conjugated anti-mouse, and anti-rabbit secondary antibodies (Jackson Immunoresearch Laboratories). Larval tissues were fixed in 4% formaldehyde in phosphate-buffered saline (PBS) for 30 minutes, permeabilized in 0.3% Triton X-100 in PBS twice for 10 minutes each, blocked in PBS with 0.1% Triton X-100 for 30 minutes at 4°C, and then incubated with antibodies overnight at 4°C in10% normal goat serum, and 0.3% Triton X-100 in PBS. After washing three times for 10 minutes each at room temperature in 0.1% Triton X-100 (in PBS), samples were incubated with appropriate conjugated secondary antibodies for 45 minutes at room temperature in 10% normal goat serum, and 0.3% Triton X-100 (in PBS). After washing with 0.1% Triton X-100 (in PBS), tissues were stored in glycerol+antifade reagents and then mounted on glass slides. To detect S phases, dissected larval eye discs were labeled with BrdU for 2 hrs at room temperature and then fixed overnight in 1.5% formaldehyde, 0.2% Tween 20 in PBS at 4°C. Samples were then digested with DNase (Promega) for 30 minutes at 37°C. Samples were then probed with primary and secondary antibodies as described above. All immunofluorescence was done on a Zeiss Confocal microscope and images were prepared using Adobe Photoshop CS4. All images are confocal single plane images unless otherwise stated as projection images. A minimum of 10 larvae were used for each analysis.

### miRNA target prediction

Comprehensive lists of predicted miR-998 targets and miR-11 targets were compiled from TargetScan [56], MinoTar [57], PITA [58], miRanda [59], and RNAhybrid [60]. Target predictions use for hsa-miR-29 were from TargetScan [61].

### qRT-PCR

Total RNA was isolated from 10 adult heads, 10 larvae, or 30–50 eye discs, with TRIzol (Invitrogen). Reverse transcription to measure standard mRNAs was performed using the iScript kit (BioRad) according to manufacturer's specifications. Quantitative PCR was performed with the SYBR Green I Master (Roche) on a Light Cycler 480 (Roche). miR-11 and miR-998 were measured by Taqman assay (Applied Biosystems). Primer sequences are in Table S5.

### Isolation of *mir-998^exc222^* by *P*-element excision mutagenesis

See Protocol S1.

### Microarray data analysis and enrichment analysis

Microarray gene expression data were analyzed using “Affy” package [62] and differential expression analysis by “Limma” package [63]. Functional and pathway enrichment analysis of differentially expressed genes were counducted using Gitools [64]. See Protocol S1 for detail.

## Supporting Information

Figure S1 miR-11, miR-998 and dE2F1 are co-expressed. (A) cDNA was prepared from RNA extracted from third instar larvae of the genotypes indicated. The expression of *mir-11* and *mir-998*, were measured using qPCR, and normalized to *β-tubulin* and *rp49* levels. A diagram of the *dE2f1* exon/intron structure, mutant alleles, and *mir-11* gene examined is shown. The *dE2f1* ORF corresponds to hatched bars, while untranslated regions are white bars. Introns are represented by horizontal lines. The *dE2f1^07172^ P*-element insertion is 33 nucleotides upstream of the initiator methionine, and the *dE2f1^91^* allele is a C91T point mutation, giving a Q31X early translation termination codon (Mlodzik and Hiromi 1992; Duronio et al. 1995; Brook et al. 1996). (B) Flies carrying the *GMR-Gal4* transgene were crossed to wild-type or *UAS-yki^S168A^* flies. RNA was extracted from third instar larval eye discs, and miR-998, miR-11, *dE2f1*, *β-tubulin*, and *rp49* expression was measured by quantitative RT-PCR. Expression levels shown are relative to *GMR-Gal4*/+.
(TIF)

Figure S2 Overexpression of miR-11, but not miR-998 suppresses *dE2f1*-induced apoptosis in transgenic animals. (A) Flies carrying *Act88F-Gal4* and *UAS-dE2f1 *transgenes were crossed to either a wild-type chromosome (Canton S), *UAS-miR-11*, or *UAS-miR-998*. (B) 3^rd^ instar larval eye discs of indicated genotypes were incubated with BrdU for 90 minutes at room temperature, followed by fixing, and staining with antibodies recognizing BrdU (left), or active caspase (C3) (right). Analysis was performed on a minimum of 10 larvae of each genotype. The position of the morphogenetic furrow is marked with an arrowhead.
(TIFF)

Figure S3 Isolation of a *mir-998* mutant by P-element excision mutagenesis. (A) Three different alleles harboring P-elements near the *dE2f1* gene were initially selected for use in a P-element transposition mutagenesis screen: *InR^d03668^*, *dE2f1^EY05005^*, and *dE2f1^d01508^*. The rate of lethality of transposition events in complementation tests with the *dE2f1^729^* mutant chromosome was compared. *dE2f1^d01508^* had the highest rate of lethality, and was therefore selected for the continuation of the screen. (B) Crossing scheme for the detection of P-element transpositions and complementation test. *dE2f1^d01508^*/Δ2-3, Sb jump start males were crossed to MKRS/TM3, Sb in vials. Individual F1 male progeny with darker eye colour selected from each vial and were crossed to *dE2f1^729^*/TM6B virgin females, and screened for lethality (lack of complementation). (C) Identification of P-element insertion in intron 5. Genomic DNA from *dE2f1^d01508-3928^* was analyzed by PCR using the primer combinations indicated. PCR products in lanes 2 and 3 identified a P-element insertion in intron 5. exon5F1/XP, and XP/exon6R1 would indicate insertion of the P-element in intron 5; and a third PCR reaction using exon5F1/exon6R served as a control for gDNA quality. (D) PCR screening for the presence of *P[XP]^d01508^*. Genomic DNA from *dE2f1^d01508-3928^* was analyzed by PCR using the primer combinations indicated.
(TIF)

Protocol S1 Generation of *mir-998* mutant and bioinformatics analysis of Affymetrix microarrays.
(DOCX)

Table S1 The complied list of predicted miR-11, miR-998 and miR-29 targets.
(XLSX)

Table S2 GOBP enrichment analysis of DE genes in *mir-998* mutants.
(XLSX)

Table S3 Compiled list of genes related to EGFR pathway.
(XLSX)

Table S4 Sequence of miRNA-expressing constructs.
(XLSX)

Table S5 Primers sequence used in this study.
(XLSX)

Table S6 Sequence inserted in 3′UTR luciferase sensor reporters.
(XLSX)

# Supplementary material for: An Intronic microRNA Links Rb/E2F and EGFR Signaling
**Source:** PLoS Genet. 2014 Jul 24;10(7):e1004493. doi: 10.1371/journal.pgen.1004493
**Supplement:** Protocol S1 — Generation of mir-998 mutant and bioinformatics analysis of Affymetrix microarrays.

**PROTOCOL S1**

**Generation of *mir-998* mutant by P-element imprecise excision**

*dE2f1^d01508^*/Δ2-3, Sb jump start males were crossed to MKRS/TM3, Sb in vials. Individual F1 male progeny with darker eye colour selected from each vial and were crossed to *dE2f1^729^*/TM6B virgin females for identification of putative transposition events based on lack of complementation. However, the P[XP] transposon contains the mini-white gene, and its stop codon could permit the expression of a truncated dE2F1 protein, which may not be lethal. In order to detect insertions that generated viable *dE2f1* alleles, we performed PCR analysis in parallel. After 5 days, the F1 males were removed and genomic DNA was extracted from pools of 20 flies according to standard methods. Two different PCR reactions were performed to screen for the insertion of P-elements in intron 5 of the *dE2f1* gene: PCR products from exon5F1/XP, and XP/exon6R1 would indicate insertion of the P-element in intron 5. Of 5119 transposition events screened, 100 alleles that did not complement the *dE2f1^729^* null mutation were identified, from which only one transpostion into intron 5 was detected. Insertion occurred within the *mir-998* gene at 3R:17,447,644..17,447,645, which interrupted the stem-loop and prevented the expression of mature miR-998. A second round of P-element transposition was performed to screen for the precise loss of the original P-element, *P[XP]^d01508^*, which was verified by sequencing.

A final round of P-element transposition was performed to screen for imprecise excision of the P-element from *mir-998*, that specifically disrupted the *mir-998* gene, but did not affect *mir-11* and *dE2f1*. Imprecise excision events that were detectable with the exon5F1/exon6R primer set occurred at a frequency of approximately 0.5%. Of >400 excision events, we did not identify any small deletions by PCR with primers against the 5’ and 3’ ends of intron 5. However, we identified two independent imprecise excisions in which a transposition-defective P-element remained within the sequence of the *mir-998* gene. The allele *mir-998^exc222^* was a partial excision that retained 87 bp, including the 8 bp target duplication, a partial, and an intact inverted terminal repeat, as well as 44bp P[XP] sequence.

**Drosophila Microarray Analysis**

**RNA isolation and Hybridization**

Eye imaginal disc total RNA was isolated with TRIzol reagent (Invitrogen) and further purified using the RNeasy kit (Qiagen). In accordance with the Affymetrix protocol (Affymetrix expression manual), all samples were processed and a total of 15ug of fragmented and labeled cRNA were hybridized to the Affymetrix GeneChip arrays (Drosophila genome 385K 2.0). The Chips were then washed and stained using an Affymetrix Fluidics Station 450 and Flourescence was detected using the Affymetrix GS3000.

**Microarray data analysis**

Affymatrix CEL files were background corrected, normalized using Bioconductor package “affy” (Gentleman et al., 2004) (Gautier et al., 2004) (version 1.28.1) using 'rma' algorithm. Quality of microarray experiment (data not shown) was verified by Bioconductor package “arrayQualityMetrics” (Kauffmann et al., 2009) (version 3.2.4 under Bioconductor version 2.7; R version 2.12.1). 

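Over the 18769 probe sets, Pearson correlations between the deposited values of the 6 arrays, taken across probe sets, were 0.9957 to 0.997 among the 3 mutant arrays, 0.9889 to 0.9936 among the 3 wild type arrays and 0.9862 to 0.9906 between genotypes. No pair of arrays held identical values, since at most 845 probe sets had equal values on 2 arrays. The first principal component held 46.5% of the variance and separated the genotypes, with all wild type arrays at -14 or below and all mutant arrays at 18.4 or above. Salivary glue and fat body genes, which eye discs are not known for, varied widely between arrays of the same genotype. The glue gene *Sgs3* stood at log2 values of 9.52, 12.32 and 13.13 in wild type and 13.80, 10.68 and 10.56 in the mutant. *Fbp1*, a fat body protein gene, stood at 9.70, 7.12 and 5.90 in wild type and 9.78, 7.31 and 5.94 in the mutant.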

To determine genes that are differentially expressed (DE) between two experimental condition, Bioconductor package Limma (Smyth, 2004) was utilized to generate contrast matrices and fit the corresponding linear model. Probe annotations to Ensembl gene ID, gene symbol and description, we use the annotation description from affymetrix website (<http://www.affymetrix.com/support/technical/annotationfilesmain.affx>), Biomart, Ensembl v.55 (*Drosophila melanogaster* genes; BDGP 5.4) (Hubbard et al., 2007) and FlyBase database (DrysdaleFlyBase Consortium, 2008). When more than one probes were annotated to same gene, highest absolute expression value was considered (maximizing). 

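Of the 11982 genes read here, 1094 had 2 or more probe sets, so for most genes the choice of a probe set does not arise. Of the 231 called genes 27 had 2 or more, with 37 probe sets besides those that stand for the genes. Of these 37, 26 changed in the direction of the called probe set, 5 were also called in that direction and none was called in the opposite direction. Reading each gene from the probe set with the largest absolute change gave 242 differentially expressed genes, and the mean over its probe sets gave 235.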

To consider a gene is differentially expressed, multiple test corrected, FDR (Benjamini and Hochberg, 1995) p-value ≤ 0.05 was used as as cut off. 

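The threshold works on the p-value alone and asks for no minimum fold change. At an adjusted p at or under 0.05 from limma 300 probe sets passed here, 147 higher and 153 lower in the mutant, of which 51 have no single gene named for them. *Hsp26* and *Eip93F* lie close to the threshold, at adjusted p-values of 0.0316 and 0.0382 from limma, while *CG14692* and *Meics* share the smallest, 1.54e-06. At an adjusted p at or under 0.01, 85 genes passed.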

The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus (Edgar et al., 2002) and are accessible through GEO Series accession number GSE51724 ([http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE51724](http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE51724" \t "_blank))

**Functional Enrichment Analysis**

Functional annotation of differentially target genes is based on Gene Ontology (GO) (Ashburner et al., 2000) ([http://www.geneontology.org](http://www.geneontology.org/#_blank)) as extracted from EnsEMBL (Hubbard et al., 2007)

Accordingly, all genes are classified into the ontology categories biological process (GOBP) and pathways when possible. We have taken only the GO/pathway categories that have 20-120 genes annotated. We used Gitools for enrichment analysis and heatmap generation (Perez-Llamas and López-Bigas, 2011); [www.gitools.org](http://www.gitools.org/#_blank)). Resulting p-values were adjusted for multiple testing using the Benjamin and Hochberg's method of False Discovery Rate (FDR) (Benjamini and Hochberg, 1995).

**References:**

Ashburner, M., Ball, C.A., Blake, J.A., Botstein, D., Butler, H., Cherry, J.M., Davis, A.P., Dolinski, K., Dwight, S.S., Eppig, J.T., Harris, M.A., Hill, D.P., Issel-Tarver, L., Kasarskis, A., Lewis, S., Matese, J.C., Richardson, J.E., Ringwald, M., Rubin, G.M., Sherlock, G., 2000. Gene ontology: tool for the unification of biology. The Gene Ontology Consortium. Nat Genet 25, 25–29.

Benjamini, Y., Hochberg, Y., 1995. Controlling the false discovery rate: a practical and powerful approach to multiple testing. Journal of the Royal Statistical Society. Series B (Methodological) 289–300.

Drysdale, R., FlyBase Consortium, 2008. FlyBase : a database for the Drosophila research community. Methods Mol Biol 420, 45–59.

Edgar, R., Domrachev, M., Lash, A.E., 2002. Gene Expression Omnibus: NCBI gene expression and hybridization array data repository. Nucleic Acids Res 30, 207–210.

Gautier, L., Cope, L., Bolstad, B.M., Irizarry, R.A., 2004. affy--analysis of Affymetrix GeneChip data at the probe level. Bioinformatics 20, 307–315.

Gentleman, R.C., Carey, V.J., Bates, D.M., Bolstad, B., Dettling, M., Dudoit, S., Ellis, B., Gautier, L., Ge, Y., Gentry, J., Hornik, K., Hothorn, T., Huber, W., Iacus, S., Irizarry, R., Leisch, F., Li, C., Maechler, M., Rossini, A.J., Sawitzki, G., Smith, C., Smyth, G., Tierney, L., Yang, J.Y.H., Zhang, J., 2004. Bioconductor: open software development for computational biology and bioinformatics. Genome Biol 5, R80.

Hubbard, T.J.P., Aken, B.L., Beal, K., Ballester, B., Caccamo, M., Chen, Y., Clarke, L., Coates, G., Cunningham, F., Cutts, T., Down, T., Dyer, S.C., Fitzgerald, S., Fernandez-Banet, J., Graf, S., Haider, S., Hammond, M., Herrero, J., Holland, R., Howe, K., Howe, K., Johnson, N., Kahari, A., Keefe, D., Kokocinski, F., Kulesha, E., Lawson, D., Longden, I., Melsopp, C., Megy, K., Meidl, P., Ouverdin, B., Parker, A., Prlic, A., Rice, S., Rios, D., Schuster, M., Sealy, I., Severin, J., Slater, G., Smedley, D., Spudich, G., Trevanion, S., Vilella, A., Vogel, J., White, S., Wood, M., Cox, T., Curwen, V., Durbin, R., Fernandez-Suarez, X.M., Flicek, P., Kasprzyk, A., Proctor, G., Searle, S., Smith, J., Ureta-Vidal, A., Birney, E., 2007. Ensembl 2007. Nucleic Acids Res 35, D610–7.

Kauffmann, A., Gentleman, R., Huber, W., 2009. arrayQualityMetrics—a bioconductor package for quality assessment of microarray data. Bioinformatics 25, 415–416.

Perez-Llamas, C., López-Bigas, N., 2011. Gitools: analysis and visualisation of genomic data using interactive heat-maps. PLoS ONE 6, e19541.

Smyth, G.K., 2004. Linear models and empirical bayes methods for assessing differential expression in microarray experiments. Stat Appl Genet Mol Biol 3, Article3.

How the deposited data were processed for this re-analysis (not part of the article)

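Gene expression in eye imaginal discs of wandering larvae was measured on 6 Affymetrix arrays, 3 for wild type (*w1118*) and 3 for *mir-998 exc222* homozygotes. Samples were assigned to a genotype and a replicate from the sample records and the paper. The authors deposited log2 expression values for 18952 probe sets, made with the rma algorithm of the affy package as Protocol S1 states: the background is corrected, the arrays are brought to a common distribution and the probes of a probe set are summarized, with no filter on probe sets stated. The deposited values have 2 decimals, and no raw intensity was used here. The arrays give no read depth: their number limits the precision, and values near the level of the bacterial control probe sets, 3.63 to 3.72, cannot show how low a transcript is.

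From the log2 values, the 183 control probe sets were left out and the remaining 18769 were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with default settings), mutant against wild type, with all 6 arrays and no covariate. P-values were adjusted by the Benjamini-Hochberg method over all 18769 probe sets, and an adjusted p at or under 0.05 counted as differentially expressed, the threshold of Protocol S1. Genes were named through a platform annotation, with symbols updated through the RefSeq gene table of assembly Release 6: 13647 probe sets had 1 gene, 402 had several and were not named, and 4720 are unnamed here. Where a gene had several probe sets, the one with the highest mean log2 value stood for it. Another annotation than that of Protocol S1 was used, so numbers of genes rest on this naming.

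Gene lists were written before the data were examined, next to the EGFR set of Table S3: cell death, E2F targets of the cell cycle, eye patterning, EGFR target genes, Notch targets, JAK/STAT and JNK signaling, ecdysone response, cuticle, heat shock, antimicrobial genes, detoxification, ribosomal proteins, the miRNA machinery, dosage and sex, and markers of fat body, salivary gland, muscle, hemocytes, brain, glia, trachea and gut, and testis. Each of the 23 lists was counted over all probe sets and over the list alone, and tested with camera (preset correlation 0.01, and estimated correlation) and fry, adjusted over the lists. The genes named are those the paper names and the annotation names alone, the 10 higher and 10 lower genes with the largest change among called genes whose arrays do not overlap between genotypes, and for each list up to 4 called members or otherwise the 2 brightest; genes named outside this rule are said to be so. The positions of genes in the RefSeq table served only to find which genes neighbour each other, tested with Fisher's exact test, and no coordinate is given because the study used another release.

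The alternatives set at the same time were another quantile normalization, subtraction of each array's median, an intensity trend with robust eBayes, array weights, a filter on dim probe sets, the replicate number as a block, each array left out, other rules for genes with several probe sets, stricter thresholds and other windows around *dE2f1*. Adjustment over the probe sets with 1 named gene, and the salivary gland or fat body markers as a covariate, were added after the data were seen. The fit was tested on simulated arrays with the means and spreads of the 18769 probe sets and 50 probe sets changed at each size. It recovered 46% of those changed by 0.5 on the log2 scale, 76% of those changed by 1, 96% of those changed by 2 and 100% of those changed by 4, with 11 false calls among 170. The simulated noise was independent between probe sets and had the same spread in both genotypes. On the real arrays probe sets vary together and the wild type arrays differ more among themselves, so these rates may not hold for them. A planned test of miR-998 seed sites in 3′ UTRs was not run, since no genome sequence was used here, and the lists of predicted targets in the supplement were not tested.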

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

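Apart from the count of splits and the window around *dE2f1*, the tests below were chosen after the results were seen. Besides *Cbl*, the only called gene among the 58 measured genes of the EGFR set, 230 genes were differentially expressed. A further 51 called probe sets have no single gene named here. The readable text of the paper does not discuss these genes individually, though its methods mention enrichment analysis of its differentially expressed genes. Of 10 splits of the 6 arrays into 3 and 3, the real one gave 231 genes, 1 split gave as many (the real one itself) and the highest other gave 1, but with 10 splits a share under 0.05 cannot be reached. If differences linked to the mutated locus were behind these genes, called genes would be frequent around *dE2f1*, but 1 of the 213 genes measured within 1 Mb was called, an odds ratio of 0.23 against the other genes (95% interval 0.00589 to 1.34, Fisher's exact test p = 0.134), an interval below the bound of 1.5 set beforehand; within 0.5 Mb the interval reached 3.26 (1 of 90 genes), so the closest genes are not covered. What stays open besides these is the rest of the genome, where a difference in background between the mutant and wild type stocks and an effect of losing miR-998 cannot be told apart from expression values of 2 genotypes.

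The called genes were sparse on 3R from *dE2f1* to the tip, where 3 of 1136 measured genes were called (*Eip93F*, *CG5039* and *CG1896*, the last 2 named after their values were seen; their calls ended in 6, 3 and 3 of the 6 fits with 1 array left out, with adjusted p up to 0.159, 0.0828 and 0.0755), against 43 of 1839 on the rest of 3R and 2.12% of all genes elsewhere (odds ratio 0.122, Fisher's exact test p = 3.55e-07). Scattered calls seldom leave such a gap: the emptiest stretch of 500 neighbouring genes held 0 called genes and lay within this segment, and as empty a stretch arose in a share of 0.012 of 1000 permutations of the calls. Dimmer genes do not account for it, since the share called at each level of mean expression elsewhere predicts 23.7 called genes. A candidate explanation is that the mutant and wild type stocks share this segment and differ in sequence elsewhere; among genes that were not called an unadjusted p under 0.05 was also rarer in it (7.06% against 12.8%, odds ratio 0.52, Fisher's exact test), but any cause of fewer differences there predicts this, so it decides nothing. The segment was chosen after its low share of calls was seen, so Fisher's exact test of that share restates the choice. Only the scan over all stretches allows for the choice of place. No biological explanation was tested, the stocks' sequences were not used here, and neighbouring genes are not independent, so these p-values are too small to an unknown degree.

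The increase of *Cbl* can be set against the same explanations. RNA of another tissue would be expected to raise that tissue's own markers at least as much as *Cbl*, unless they were already bright in wild type. The highest median log2 fold change of 8 lists of such markers was 0.35, of the hemocyte list, and none of their members reached the 1.84 of *Cbl*. The nearest was *NimC1* at 1.64, with a standard error of 0.26. Tissues outside the 8 lists were not covered. A difference between the stocks at or near *Cbl* remains open. Within 1 Mb of it 5 of 220 measured genes were called (2.27%, odds ratio 1.18, Fisher's exact test p = 0.619), close to the 1.93% elsewhere. This window neither stands out nor is as empty as the distal segment of 3R. The arm that holds *Cbl*, 3L, did stand out, with the highest share of called genes among the major arms (2.9%, odds ratio 1.72). The loss of miR-998, the biological difference in the design, falls together with the stock on these arrays. The paper's RT-qPCR (Figure 5A), which used Canton S as the control and not the *w1118* of the arrays, also gave higher *dCbl* in the mutant.

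Other signals lie in genes that the paper's text does not discuss. *CG14692* had a log2 fold change of 6.47 and *Cyp4p2* of -6.34. Adjusted over the list alone, 6 hemocyte markers were higher (1 to 7 with 1 array left out), 6 ecdysone response genes were higher (3 to 12) and 1 lower (0 to 1), 4 muscle genes were lower (0 to 8), and 7 detoxification genes were lower (4 to 13) and 4 higher (3 to 5).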

How the results depend on the processing

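*Cbl* remained higher and past the threshold under every alternative set beforehand, at log2 fold changes of 1.19 to 1.90. It was the single called gene among the measured genes of the EGFR set in each. Of the 20 genes with the largest changes, 16 to 20 were called under each alternative. The 231 genes (116 higher, 115 lower; 300 probe sets) became 373 (177 and 196; 477) with array weights, 85 (40 and 45; 119) at an adjusted p at or under 0.01 and, chosen after the data were seen, 122 (63 and 59; 168) with the salivary gland markers as a covariate. With 1 array left out the range was 90 to 323 genes, 42 to 149 higher and 43 to 174 lower. Called probe sets ranged from 127 to 412. Those fits hold fewer samples, which does not account for the rise to 323 genes without wild type replicate 3. Wild type arrays 1 and 2, left in that fit, had a Pearson correlation of 0.9936. The pairs with wild type replicate 3 had 0.9889 and 0.9925. Whether this spread is behind the rise, and what else moves the counts, was not tested. With the replicate block 224 genes were called, of which 170 were also among the 231, with 42.9% higher in place of 50.2%. The block ended the calls of *Rgk1*, *CG18367*, *NimC1*, *Hsp26*, *Cyp4e2* and *CG5039* at unchanged log2 fold changes (adjusted p up to 0.0881 from limma). The deviations of same-numbered arrays from their group means had correlations of 0.19, -0.23 and 0.29, and 3 of the 6 arrays correlated best with their own number, so whether the numbers pair the arrays stays open. *Fbp1* and *Lsp2* fell from replicate 1 to replicate 3 in both genotypes. The number of gene lists past camera, 8, ranged from 4 without wild type replicate 3 to 10 without wild type replicate 2, and the heat shock list, at 0.0502, passed in 4 of 14 alternatives; ecdysone response, hemocyte, muscle and the EGFR set passed in each of these 6 fits, and none of the lists passed with an estimated correlation under any alternative set beforehand (smallest adjusted p = 0.326). The odds ratio around *dE2f1* was 0.23 and did not pass; it was 0.565 within 0.5 Mb (95% interval 0.0141 to 3.26, Fisher's exact test p = 1) and 0.491 with the replicate block, and it passed below 1 with windows of 2 and 5 Mb (0.24 and 0.31), with the mean of all probe sets of a gene (0), and without wild type replicate 3, the range with 1 array left out being 0 to 0.33. Genes that were never called crossed 0: *Egfr* (-0.058 with array weights, -0.0467 to 0.167 with 1 array left out), *spi* (0.013 with the medians subtracted, -0.07 to 0.09), *sty* (-0.02 to 0.35), *Sgs7* (0.0744 with the salivary gland covariate, -1.58 to 0.0933), *Appl* (-0.04 to 0.63), *Gs2* (0.0295 with array weights, -0.188 to 0.0867), *btl* (0.051 with array weights, -0.395 to 0.015), *Jon25Bii* (-0.397 to 0.0433), *bam* (0.016 with quantile normalization, 0.023 with the medians subtracted, 0.0577 with the salivary gland covariate, -0.122 to 0.0783), *Sxl* (-0.0217 to 0.423), *CecB* (0.10 with array weights, -0.248 to 0.157), *RpL41* (0.013 with the medians subtracted, -0.0367 to 0.00333) and *bsk* (-0.0983 to 0.157). The test of miR-998 seed sites and its alternatives were not run. Signal near background limits the 48 called genes whose mean log2 value lies under 6.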

Differences from the paper's values

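The paper reports 382 differentially expressed genes. With another annotation of the probe sets, 231 were found here at the same threshold of adjusted p. Only 300 probe sets passed here, so naming each of them as a gene of its own would still fall short of 382. The annotation alone therefore does not account for the gap, unless probe sets stand for several genes. Of the 16 alternatives set before the data were examined, 2 came within 1.5 times of the paper's number, array weights with 373 genes and the fit without wild type replicate 3 with 323. The other 14 gave 85 to 253 genes. Of the alternatives chosen after the values were seen, the salivary gland markers as a covariate gave 122 genes and adjustment over the probe sets with 1 named gene gave 233. The fat body markers as a covariate gave 290, also within 1.5 times; the paper's called genes other than *dCbl* are not listed in the sources used here, so how many of them that setting drops is not known.

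The heading of the section on *dCbl* says that it is downregulated in *mir-998* mutant eye discs, whereas the text under it reports an increase. Here *Cbl* was higher in the mutant on both of its probe sets, with log2 fold changes of 1.84 and 0.55. The 3.58-fold increase on the first lies within 1.5 times of the paper's. The EGFR set held 1 called gene here as in the paper, but only 58 of its 80 genes were read here. Whether any of the other 22 changed is not known from these values.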

Other observations

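Several gene groups that bear on the eye disc showed no called gene in limma. Of all 11982 genes read, 231 were called and 1664 had an unadjusted p under 0.05. In lists as short as those here and in the next paragraph, an absence of calls therefore says little about the group. Of 29 measured E2F targets of the cell cycle none passed (4 at an unadjusted p under 0.05); *PCNA* had a log2 fold change of 0.16 (standard error 0.10) and *CycB* of 0.22 (standard error 0.09). The E2F list did not pass camera (adjusted p = 0.156) except upward without wild type replicate 2 (adjusted p = 0.00411). Of 26 eye patterning and photoreceptor genes none passed and 6 had an unadjusted p under 0.05, with a median log2 fold change of 0.24; *emc* stood at 0.20 (standard error 0.08) and *toy*, a Pax6 gene, at 0.23 (standard error 0.12). That list shifted upward in camera (adjusted p = 8.9e-05), though not with an estimated correlation (adjusted p = 0.506) and not without wild type replicate 3 (adjusted p = 0.159). Of 8 genes of the miRNA machinery none passed (2 at an unadjusted p under 0.05), with *gw* at 0.07 and *Dcr-2* at 0.16; the list's upward shift in camera (adjusted p = 0.0149) was lost with an estimated correlation (adjusted p = 0.504), without wild type replicate 3 (adjusted p = 0.201) and with dim probe sets left out (adjusted p = 0.0553). Of 11 Notch targets and modifiers (*E(spl)malpha-BFM* at 0.00, *fng* at 0.12) and 10 JAK/STAT and JNK genes (*dome* at 0.19, *bsk* at 0.03) none passed limma or camera (adjusted p = 0.226 and 0.491), with 1 and 0 at an unadjusted p under 0.05.

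Of 41 ribosomal protein genes none passed, with 1 at an unadjusted p under 0.05 (*RpLP1* at 0.03, *RpL41* at -0.02; camera adjusted p = 0.491). Of 13 antimicrobial genes none passed, with 3 at an unadjusted p under 0.05 (*CecB* at -0.04, *PGRP-LB* at -0.42); the list shifted downward in camera (adjusted p = 0.0482), a call lost with an estimated correlation (adjusted p = 0.506) and in 6 of 14 alternatives (adjusted p up to 0.31). Of 19 cuticle genes (*Cpr49Ac* at 0.48, *Cpr51A* at -0.37; adjusted p = 0.279) and 5 genes of dosage and sex (*Sxl* at 0.25, *tra* at -0.12; adjusted p = 0.753) none passed limma or camera, with 2 and 1 at an unadjusted p under 0.05. Among markers of other tissues, none passed limma or camera for fat body (11 genes; *CtsL1* at -0.18, *Lsp2* at -0.99 with a standard error of 1.16; adjusted p = 0.753), salivary gland (12; *Sgs7* at -0.58 with a standard error of 0.98, *ng3* at -0.65; adjusted p = 0.189), brain (11; *Appl* at 0.33, *futsch* at 0.59; adjusted p = 0.279), glia (9; *Gli* at 0.30, *Gs2* at -0.07; adjusted p = 0.416), trachea and gut (12; *btl* at -0.16, *Jon25Bii* at -0.23; adjusted p = 0.226) and testis (16; *dj* at 0.41, *bam* at -0.01; adjusted p = 0.673), and the numbers at an unadjusted p under 0.05 were 2, 1, 0, 2, 1 and 0. The salivary gland list passed camera downward without wild type replicate 1 (adjusted p = 0.00676) or mutant replicate 1 (adjusted p = 0.000686), and the trachea and gut list downward without wild type replicate 2 (adjusted p = 0.0497). Of the 15 hemocyte and 14 muscle genes, 14 and 13 had a mean log2 value above the median of all values, and 1 hemocyte gene also stands in another list. Above that median lay 12 of 12 salivary gland, 6 of 9 glia, 7 of 11 fat body and 6 of 11 brain genes. So did 6 of 13 antimicrobial, 4 of 12 trachea and gut and 1 of 16 testis genes, so the absence of calls in these lists says little about their dim members. *Mf* and *Mlc1*, the brightest muscle genes, had log2 fold changes of -0.25 and -0.50.

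By chromosome arm, 3L held the highest share of called genes among the major arms, 68 of 2344 (2.9%), an odds ratio of 1.72 against the other measured genes (95% interval 1.27 to 2.31, Fisher's exact test, adjusted p = 0.00248 over 6 arms). *Cbl* lies on 3L. The share was 2.14% on 2R, 1.68% on 2L, 1.55% on 3R and 1.28% on X, and 4 of 65 genes were called on chromosome 4, with adjusted p-values of 0.0672 or more on each of these arms. On 3L, 35 called genes were higher in the mutant and 33 lower. The genes that 3L was set against include the sparse segment of 3R, with 3 of 1136 called, which lowers their share. Neighbouring genes are not independent, so the p-values by arm are too small to an unknown degree, and the interval is too narrow.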
